# Insights into gene expression profiles induced by *Socs3* depletion in keratinocytes

**DOI:** 10.1038/s41598-017-16155-1

**Published:** 2017-11-20

**Authors:** Archana Bajpai, Takashi Ishii, Kosuke Miyauchi, Vipul Gupta, Yuka Nishio-Masaike, Yuki Shimizu-Yoshida, Masato Kubo, Hiroaki Kitano

## Abstract

Specific deletion of suppressor of cytokine signaling 3 (*Socs3*) in keratinocytes can cause severe skin inflammation with infiltration of immune cells. The molecular mechanisms and key regulatory pathways involved in these processes remain elusive. To investigate the role of Socs3 in keratinocytes, we generated and analyzed global RNA-Seq profiles from *Socs3* conditional knockout (cKO) mice of two different ages (2 and 10 weeks). Over 400 genes were significantly regulated at both time points. Samples from 2-week-old mice exhibited down-regulation of genes involved in keratin-related functions and up-regulation of genes involved in lipid metabolism. At week 10, multiple chemokine and cytokine genes were up-regulated. Functional annotation revealed that the genes differentially expressed in the 2-week-old mice play roles in keratinization, keratinocyte differentiation, and epidermal cell differentiation. By contrast, differentially expressed genes in the 10-week-old animals are involved in acute immune-related functions. A group of activator protein-1–related genes were highly up-regulated in *Socs3* cKO mice of both ages. This observation was validated using qRT-PCR by SOCS3-depleted human keratinocyte–derived HaCaT cells. Our results suggest that, in addition to participating in immune-mediated pathways, SOCS3 also plays important roles in skin barrier homeostasis.

## Introduction

Skin is an essential organ that consists of two major layers, the epidermis and dermis. The epidermis, the outermost layer of skin tissue, consists of keratinocytes, which perform diverse biological functions. In particular, the epidermis controls multiple intercellular immune responses by producing cytokines that promote maintenance of skin barrier homeostasis^1,2^. Cytokines are essential intercellular mediators of immune signals regulated by SOCS (Suppressor of Cytokine Signaling) family proteins, which communicate extensively with various cellular and molecular responses via the JAK–STAT (Janus kinase–signal transducer and activator of transcription) pathway and dynamically regulate tissue hemostasis^3–5^. Although these systems are robust, perturbation of any of their components can lead to a variety of diseases, including allergy, autoimmune skin diseases, inflammation, and cancers^5–11^.

Recently, several groups extensively investigated the role of SOCS family proteins in skin homeostasis and inflammation, and sought to determine how dysregulation of skin hemostasis leads to altered cutaneous immune responses during inflammatory pathogenesis in the skin^2,12,13^. The role of SOCS3 in immune regulation is well established^14–16^. Moreover, a recent study using transgenic mice showed that dysregulation of *Socs3*, but not *Socs1*, in keratinocytes results in hyper-active immune responses and hyperplasia in the epidermis, eventually leading to a psoriasis-like phenotype^13^. This observation implies that *Socs3* governs cellular processes beyond the immune response; however, the underlying molecular mechanisms and key regulatory pathways underlying the sequential breaching of the skin barrier and induction of inflammation in the absence of *Socs3* remain poorly understood.

To investigate the role of *Socs3* in epidermal homeostasis, we used RNA-Seq to systematically analyze differential gene expression profiles of cells from 2 and 10 week-old *Socs3* cKO mice. We identified the most significantly altered genes, as well as the highly enriched biological pathways and networks crucial for epidermal hemostasis. In addition, we validated our RNA-Seq analysis results by qRT-PCR in cultured human keratinocytes. Our results suggest that *Socs3* not only controls immune homeostasis, but also promotes maintenance of epidermal homeostasis. Our findings provide new molecular insights into how perturbed epidermal homeostasis contributes to the development of skin diseases.

## Results

### Altered gene expression profiles in *Socs3* cKO keratinocytes at 2 and 10 weeks

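Ear RNA of 15 mice had deposited expression values: 4 wild type and 4 *Socs3* cKO mice at 2 weeks, and 3 wild type and 4 *Socs3* cKO mice at 10 weeks. In *Socs3* cKO mice the gene is deleted in keratinocytes, and the methods describe RNA from ear samples, while the sample labels name keratinocytes. The samples are treated here as ear tissue that may hold other cell types. Each mouse gave 1 library, read as single reads of 50 bases. The authors aligned the reads to mm9 and expressed each gene as FPKM. Read counts were not used here, so the depth behind each value is unknown. An estimate from small values above 0 put the mapped reads at about 11200000 to 16200000 per mouse. Some values above 0 were far too small to give this depth, such as 1.56e-157 FPKM for *Fosl1* in wild type replicate 3 at 10 weeks. The estimate cannot rest on those, and what such values stand for is unknown. For the comparisons below, log_2_(FPKM + 0.1) was compared between *Socs3* cKO and the wild type within each age with limma. Genes with an FPKM of at least 1 in at least 3 samples were tested. All tests were 2-sided. The library numbers in the labels run in a separate range for each of the 4 groups, so the library batch and the condition cannot be told apart.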

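The targeted gene was measured first. *Socs3* lies on chromosome 11 of mm9 from 117827393 to 117831361 and has 2 exons. At 2 weeks its FPKM was 9.71, 10.2, 10.3 and 10.3 in the wild type and 1.25, 9.32, 12.6 and 3.51 in *Socs3* cKO. The log_2_(FC) was -1.06 (SE 0.63, adjusted p = 0.18), and the exact permutation test gave p = 0.314. At 10 weeks its FPKM was 2.76, 4.81 and 2.02 in the wild type and 36.5, 29.8, 47.7 and 32.4 in *Socs3* cKO. The log_2_(FC) was 3.54 (SE 0.29, adjusted p = 7.2e-05). The exact permutation test at 10 weeks gave p = 0.0571, which is the smallest p that 3 mice against 4 allow, so this design cannot reach 0.05. The change at 10 weeks differed from that at 2 weeks by 4.60 on the log_2_ scale (SE 0.76, adjusted p = 0.000644 for the genotype by age interaction). The FPKM values do not separate the deleted part of the gene from the rest. Removing the trend with gene length and GC content, an alternative chosen after seeing the data, moved *Socs3* at 2 weeks the most, to a log_2_(FC) of -0.29. With each mouse left out in turn it ranged from -1.52 to -0.44 at 2 weeks and from 3.27 to 3.88 at 10 weeks. With the replicate number from the labels as a block, it was -1.06 (adjusted p = 0.149) at 2 weeks and 3.59 (adjusted p = 0.000333) at 10 weeks.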

To investigate the global molecular perturbations associated with deletion of *Socs3* in keratinocytes, we compared gene expression between wild-type (C57BL/6 mice) and *Socs3* conditional knockout (*Socs3* cKO) mice at two different ages, 2 and 10 weeks. RNA-Seq reads were first aligned to the mouse genome (mm9) using TopHat2^17^. 

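Each of the 15 files listed the same 21110 genes by symbol with 1 FPKM value per gene, and 20353 of them (96.4%) had a gene of that symbol in the mm9 annotation used for lengths and positions. The FPKM values summed to between 436293 and 671904 per mouse. The 10 genes with the highest values took 6.7% to 11.3% of this sum. Between 11698 and 13251 genes had an FPKM of at least 1. The number of genes with an FPKM of 0 was 4044 to 4183 in the wild type at 2 weeks, 4134 to 4423 in *Socs3* cKO at 2 weeks and 4092 to 4233 in *Socs3* cKO at 10 weeks. It was 2087, 3176 and 1414 in the 3 wild type mice at 10 weeks. Pearson's r between mice of one group, computed on log_2_(FPKM + 0.1) across genes, was 0.941 to 0.964 in the wild type and 0.856 to 0.960 in *Socs3* cKO at 2 weeks, and 0.928 to 0.946 and 0.933 to 0.960 at 10 weeks. These correlations run across genes, which are not independent replicates.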

Raw gene counts were then normalized and expressed as frequency per kilobase per million mapped reads (FPKM) for 21110 genes annotated in the reference genome database^18,19^. Next, annotated genes were analyzed using the EdgeR package^20^ in the R statistical environment, and statistically significant differentially expressed genes (DEGs) were identified based on their calculated log_2_ fold changes [|log_2_(FC)| ≥ 1] and false discovery rates (FDR < 0.01) at both time points (Fig. 1A, Supplementary Table S1). 

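At 2 weeks, 13524 genes were tested and 1951 were DEGs by the thresholds of the paper (adjusted p below 0.01 and |log_2_(FC)| of at least 1, limma with Benjamini-Hochberg adjustment). In all 1951, the 4 *Socs3* cKO mice lay on one side of the 4 wild type mice. At 10 weeks, 13105 genes were tested and 1957 were DEGs, of which 1954 had every *Socs3* cKO mouse on one side of every wild type mouse. The median SE of the log_2_(FC) among DEGs was 0.26 at 2 weeks and 0.27 at 10 weeks. Over the alternatives tried, the number at 2 weeks ranged from 751 DEGs with the replicate block to 3348 without *Socs3* cKO replicate 2. At 10 weeks it ranged from 745 without wild type replicate 3 to 2665 without wild type replicate 2. With the block, 1899 genes were DEGs at 10 weeks. The pairing of replicates comes from the labels alone. The deviations of same-numbered wild type and *Socs3* cKO mice from their group means correlated with a mean r of 0.02 across genes at 2 weeks, against -0.01 for different-numbered mice, and with -0.11 against 0.04 at 10 weeks. Genes are not independent replicates in these correlations.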

A total of 2394 and 1518 genes were differentially expressed at 2 and 10 weeks, respectively (Fig. 1B). Approximately 50% of DEGs were either up-regulated or down-regulated at both 2 and 10 weeks (Fig. 1B), with 448 common DEGs (Fig. 1A). 

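At 2 weeks, 979 DEGs were up-regulated and 972 were down-regulated in *Socs3* cKO, so 50.2% were up-regulated. Over the alternatives tried, this share ranged from 24.6% with the trend of length and GC content removed to 58.3% without wild type replicate 4. At 10 weeks, 1638 were up-regulated and 319 were down-regulated, so 83.7% were up-regulated. The split at 10 weeks depended on the scaling between samples. With quantile normalization, which moved it the most, 909 DEGs were up-regulated and 817 were down-regulated at 10 weeks. Common to both ages were 306 DEGs, of which 206 were up-regulated at both ages and 16 were down-regulated at both. The other 84 changed in opposite directions. With the replicate block, 126 DEGs were common. Across the 12797 genes tested at both ages, the log_2_(FC) at 2 weeks and at 10 weeks had a Spearman rho of 0.013, where genes are not independent replicates. The genotype by age interaction was tested on 13937 genes in all 4 groups. It had an adjusted p below 0.01 for 3566 genes, with the log_2_(FC) higher at 10 weeks for 2583 of them and lower for 983.

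**Figure D1:**
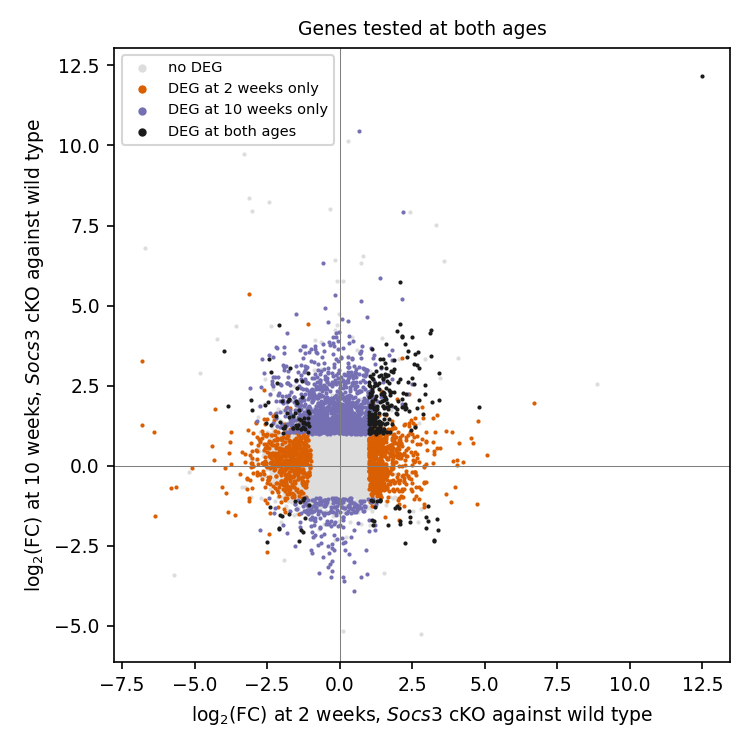
log_2_(FC) of *Socs3* cKO over the wild type at 2 weeks (horizontal axis) and at 10 weeks (vertical axis), with 1 point for each of the 12797 genes tested at both ages. Colours mark genes that were DEGs at 2 weeks only, at 10 weeks only, at both ages or at neither. Of the 306 DEGs common to both ages, 222 changed in the same direction and 84 in opposite directions, and the cloud of genes shows no slope (rho of 0.013).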

To highlight the major differences in the expression profiles of 2- and 10-week-old mice, we applied a stringent fold-change threshold [|log_2_(FC)| ≤ 4, FDR < 0.01] and generated a heat map of the 165 DEGs with the greatest perturbation in expression levels in either of the two samples (Fig. 1C). 

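With the threshold raised to a |log_2_(FC)| of at least 4, 177 genes passed at either age. At 2 weeks 130 passed, of which 12 were up-regulated and 118 were down-regulated in *Socs3* cKO. At 10 weeks 48 passed, of which 38 were up-regulated and 10 were down-regulated. The only gene that passed at both ages was *Snord2*, a small nucleolar RNA gene of 69 bases. The pseudocount moved this number the most, since 85 genes passed with a pseudocount of 1 in place of 0.1. With each mouse left out in turn, it ranged from 159 to 196.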

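The change with age was also measured within each genotype. Between 10 and 2 weeks, 4439 genes were DEGs in the wild type, 911 higher and 3528 lower at 10 weeks. In *Socs3* cKO, 146 genes were DEGs between the ages. These counts depend on the spread between mice and do not compare the size of the age change. The median absolute log_2_ difference between mice at 2 weeks was 0.1 to 0.14 in the wild type and 0.22 to 0.94 in *Socs3* cKO. Of the 1951 DEGs between *Socs3* cKO and the wild type at 2 weeks, 1157 also changed with age in the wild type. In 1123 of them (97.1%), *Socs3* cKO at 2 weeks differed from the wild type in the direction of the wild type at 10 weeks. Both comparisons use the same 4 wild type mice at 2 weeks, so their directions are not independent. All 972 genes down-regulated at 2 weeks were tested for age in the wild type, and 959 of them were lower in the wild type at 10 weeks than at 2 weeks.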

Clear distinctive patches of DEGs were found to be up- or down-regulated (Fig. 1C).

**Figure 1:**
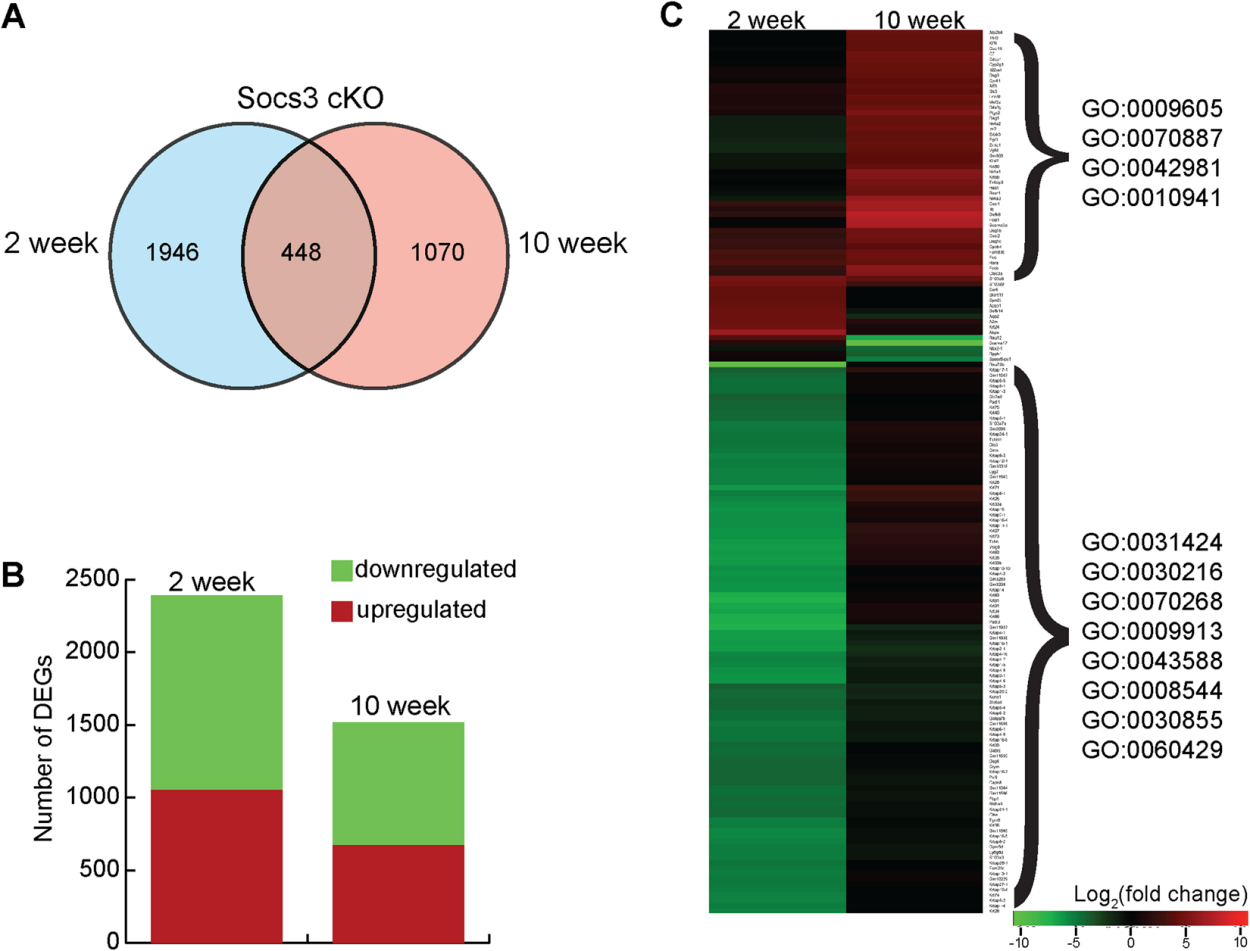
Gene expression profiles in *Socs3* cKO. **(A)** Venn diagrams indicating the numbers of differentially expressed genes (DEGs) between *Socs3* cKO and the wild type at two ages, 2 and 10 weeks [p < 0.05, FDR < 0.01, |log_2_(fold change)| ≥ −1]. **(B)** Bar chart representing the total numbers of genes that were up-regulated (red) or down-regulated (green) in *Socs3* cKO at both time points. **(C)** Heat map representing the expression profiles of the top 165 up-regulated (red) [FDR ≤ 0.01 and |log_2_(fold change)| ≥ 4] and down-regulated (green) (FDR  ≤ 0.01 and |log_2_(fold change)| ≥ 4) genes in 2- and 10-week-old *Socs3* cKO in comparison with the wild type. Wild type: 2 weeks, n = 6; 10 weeks, n = 4. *Socs3* cKO: 2 weeks, n = 4; 10 weeks, n = 4.

To further identify and characterize the molecular basis of DEGs in *Socs3* cKO samples, we performed Gene Ontology (GO) pathway enrichment analysis^21^. In the 2 week samples, the results revealed significant enrichment of skin-related GO terms, including keratinization (GO:0031424), keratinocyte differentiation (GO:0030216), cornification (GO:0070268), and epidermal cell differentiation (GO:0009913). By contrast, GO terms related to response to external stimulus (GO:0009605), cellular response to chemical stimulus (GO:0070887), regulation of apoptotic process (GO:0042981), and regulation of cell death (GO:0010941) were highly enriched in the 10 week samples.

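The GO terms themselves were not used here, and genes of the skin were followed in lists chosen by name. The cornified envelope list held 11 genes, of which 10 were in the files and tested. At 2 weeks, 6 of these 10 were higher and 4 were lower in *Socs3* cKO. Of them, 4 were up-regulated DEGs and none was a down-regulated DEG. Their mean log_2_(FPKM + 0.1) per mouse was 6.08 ± 0.20 (SD, n = 4) in the wild type and 6.70 ± 0.19 (SD, n = 4) in *Socs3* cKO. All 4 *Socs3* cKO mice lay above all 4 wild type mice (exact permutation test, p = 0.0286, the smallest p that 4 mice against 4 allow). The 6 keratins of the interfollicular epidermis (*Krt1*, *Krt2*, *Krt5*, *Krt10*, *Krt14* and *Krt15*) had a mean of 10.64 ± 0.04 (SD, n = 4) in the wild type and 10.48 ± 0.70 (SD, n = 4) in *Socs3* cKO. This difference of -0.16 was smaller than the spread between *Socs3* cKO mice (exact permutation test, p = 0.886). Its sign depended on the scaling, since median-of-ratios scaling gave 0.05 and quantile normalization gave -0.83.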

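Immediate-early genes are transcribed within minutes of a stimulus, and 16 of them outside the AP-1 family were followed as a list. At 10 weeks, all 16 were higher in *Socs3* cKO, and 15 were DEGs, with log_2_(FC) between 0.95 and 6.67. Their mean log_2_(FPKM + 0.1) per mouse was 2.60 ± 0.44 (SD, n = 3) in the wild type and 6.05 ± 0.32 (SD, n = 4) in *Socs3* cKO. Every *Socs3* cKO mouse was above every wild type mouse (exact permutation test, p = 0.0571, the smallest p that 3 against 4 allow). At 2 weeks the same list had a mean of 4.05 ± 0.06 (SD, n = 4) in the wild type and 3.43 ± 0.98 (SD, n = 4) in *Socs3* cKO (exact permutation test, p = 0.4). Of the 15 tested, 4 were higher and 11 were lower in *Socs3* cKO, and 1 was a down-regulated DEG. The GO terms of apoptosis and cell death were not analysed here.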

### Dynamics of altered gene expression profiles in *Socs3* cKO keratinocytes at 2 and 10 weeks

To further elucidate the role of *Socs3* in keratinocytes at early stages of development, we selected the top 20 most significant DEGs with the largest decreases and increases in transcript levels in 2- and 10-week-old *Socs3* cKO mice. As shown in Fig. 2 (left), all keratin-associated genes crucial for formation of the epidermis, keratinization, epidermal growth and barrier function, and formation of the cornified envelope were significantly down-regulated in 2-week-old *Socs3* cKO mice. 

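The hair keratin genes and the genes of keratin-associated proteins (*Krtap*) fell together at 2 weeks. Of 60 such genes tested, all 60 were lower in *Socs3* cKO and 59 were down-regulated DEGs. The 46 *Krtap* genes tested had log_2_(FC) between -8.12 and -2.51. The mean log_2_(FPKM + 0.1) of the hair keratin and *Krtap* genes was 5.06 ± 0.26 (SD, n = 4) in the wild type and -0.76 ± 1.25 (SD, n = 4) in *Socs3* cKO, a difference of -5.82. All 4 *Socs3* cKO mice lay below all 4 wild type mice (exact permutation test, p = 0.0286, the smallest p possible). A pseudocount of 1 moved this difference the most, to -4.27, and leaving out each mouse in turn gave differences from -6.25 to -5.35. Paired by the replicate number of the labels, the difference was -5.82 with an exact sign-flip p = 0.125, the smallest that 4 pairs allow. The 7 inner root sheath keratins tested were all down-regulated DEGs. Of 13 other hair follicle genes, 12 were down-regulated DEGs, and their mean fell by 4.19 (exact permutation test, p = 0.0286). The keratins of the interfollicular epidermis did not fall with them, with a mean difference of -0.16 that was 0.05 with median-of-ratios scaling and -0.83 with quantile normalization (exact permutation test on the unscaled values, p = 0.886). In the wild type the hair keratin and *Krtap* mean was -1.87 ± 0.36 (SD, n = 3) at 10 weeks, a fall by 6.93 from 2 weeks.

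**Figure D2:**
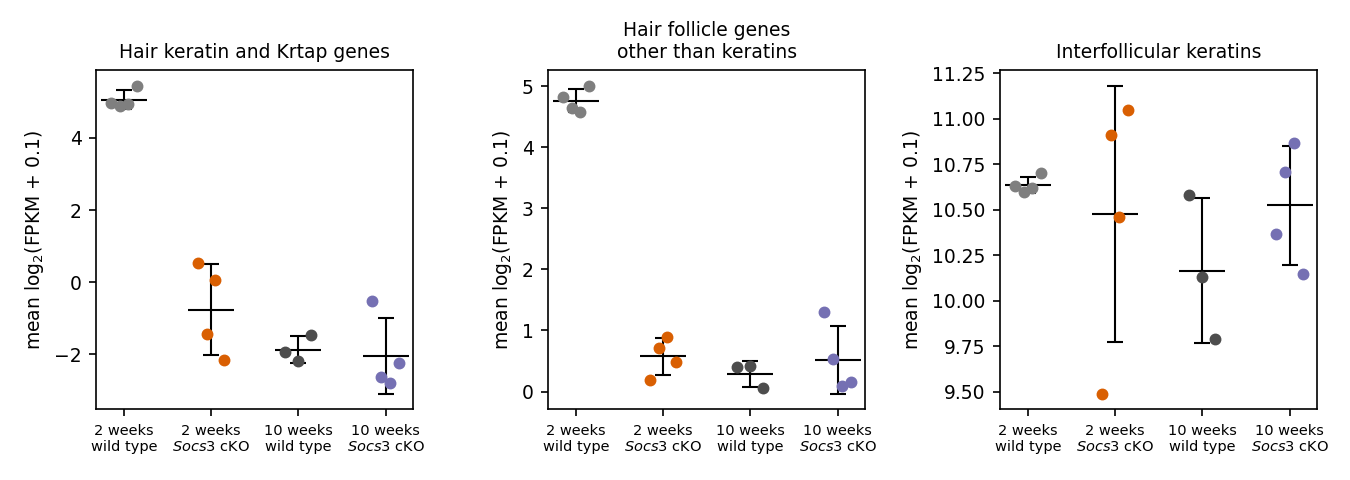
Mean log_2_(FPKM + 0.1) per mouse of the hair keratin and *Krtap* genes, of the hair follicle genes other than keratins and of the interfollicular keratins, in the wild type and *Socs3* cKO at 2 and 10 weeks. Points are mice, bars are group means and whiskers are SD. At 2 weeks the hair keratin and *Krtap* means lie between 4.88 and 5.45 in the wild type and between -2.16 and 0.52 in *Socs3* cKO, while the interfollicular keratins overlap.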

*S100a8 and S100a9*, which encodes a calcium-binding protein also known as calprotectin, an early biomarker of psoriasis, were among the most up-regulated genes^22–25^. 

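*S100a8* lies on chromosome 3 of mm9 from 90472993 to 90473956 and *S100a9* from 90496554 to 90499643. At 2 weeks *S100a8* had an FPKM of 6.69 ± 2.54 (SD, n = 4) in the wild type and 183 ± 52.4 (SD, n = 4) in *Socs3* cKO. Its log_2_(FC) was 4.77 (SE 0.30, adjusted p = 4.45e-05), the largest but 4 among the up-regulated genes. *S100a9* had an FPKM of 5.23 ± 2.31 (SD, n = 4) in the wild type and 127 ± 49.8 (SD, n = 4) in *Socs3* cKO. Its log_2_(FC) was 4.60 (SE 0.37, adjusted p = 0.00012). For both genes every *Socs3* cKO mouse was above every wild type mouse (exact permutation test, p = 0.0286, the smallest p possible). With each mouse left out in turn, the log_2_(FC) stayed between 4.62 and 5.00 for *S100a8* and between 4.38 and 4.81 for *S100a9*. Removing the trend with length and GC content moved them further, to 2.77 for *S100a8* and 2.94 for *S100a9*, and both remained DEGs. With the replicate block their adjusted p were 0.0013 and 0.000935.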

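*Sprr2i* (chromosome 3 of mm9, 92211913 to 92213193) had an FPKM of 0.0617 ± 0.0891 (SD, n = 4) in the wild type and 3.15 ± 2.19 (SD, n = 4) in *Socs3* cKO at 2 weeks. The log_2_(FC) of *Sprr2i* was 3.98 (SE 0.78, adjusted p = 0.00605), but *Sprr2i* was no longer a DEG with a pseudocount of 1 (1.75) or with the trend of length and GC content removed (2.74). In its exons, 24.0% of the sequence words of 32 bases occur more than once in the genome, so reads from related genes are a limit on its value. *Serpinb7* (chromosome 1, 109296232 to 109349266) rose from 10.8 ± 1.71 to 107 ± 30.5 (SD, n = 4 each), a log_2_(FC) of 3.26 (SE 0.23, adjusted p = 7.07e-05). *Serpinb7* remained a DEG with the trend of length and GC content removed (2.07). *Defb14* (chromosome 8, 19194357 to 19195212) had an FPKM of 1.04 ± 0.766 in the wild type, with 1 mouse at 0, and 27.5 ± 11.7 in *Socs3* cKO (SD, n = 4 each). Its log_2_(FC) was 5.09 (SE 0.88, adjusted p = 0.00359). *Defb14* was no longer a DEG with the replicate block (adjusted p = 0.0105), with a pseudocount of 0.01 (5.99) or with the trend of length and GC content removed (2.94). In each of the 3 genes all 4 *Socs3* cKO mice were above all 4 wild type mice (exact permutation test, p = 0.0286, the smallest p possible).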

Also up-regulated were the genes encoding small proline-rich protein 2i (*Sprr2i*), serine protease (SP) inhibitor (*Serpinb7*), and beta defensin (*Defb14*), which play major roles in desquamation and control of skin barrier homeostasis^26–28^.

**Figure 2:**
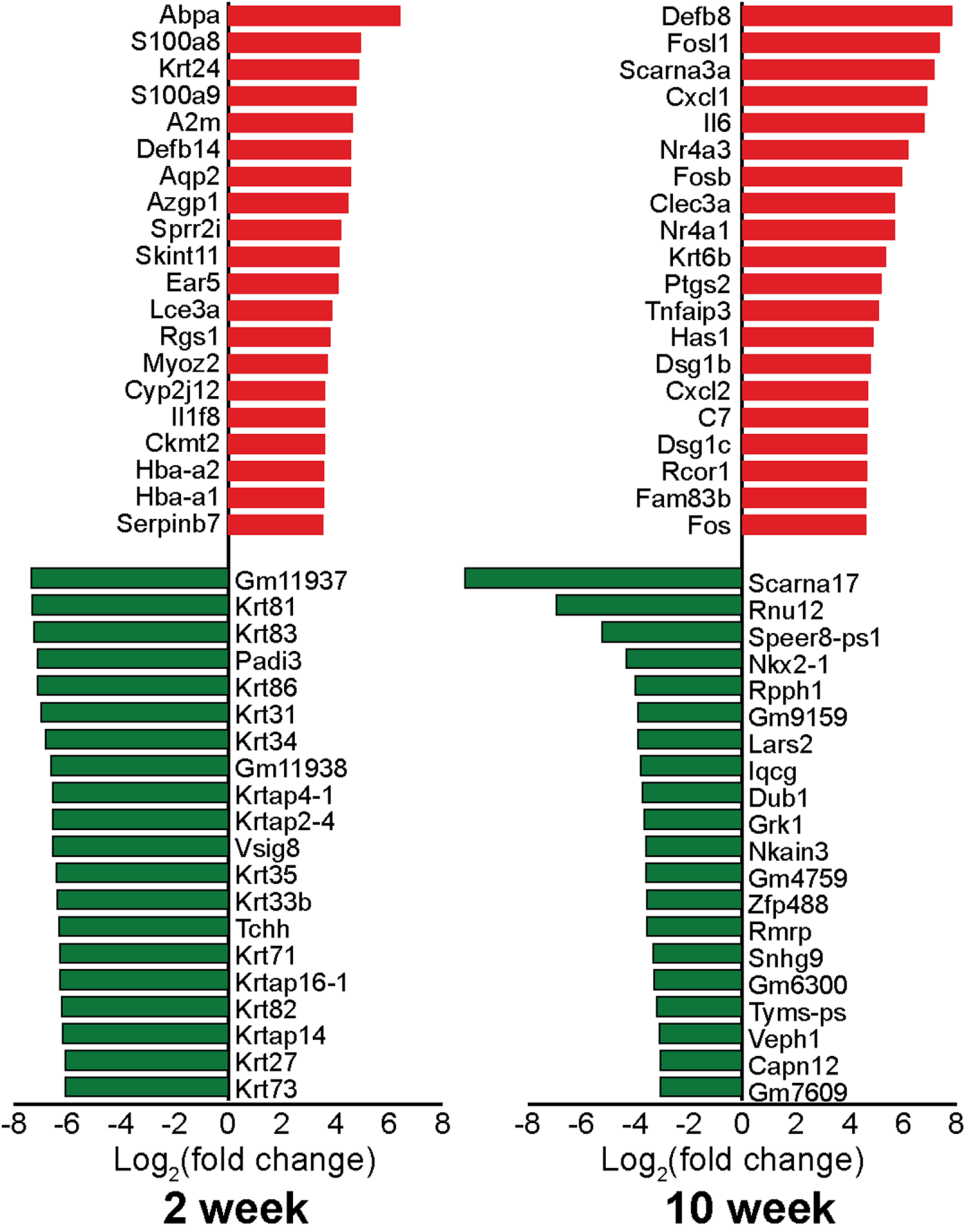
Differentially expressed genes (DEGs) in *Socs3* cKO samples. Top 20 up-regulated (red) and down-regulated (green) DEGs at 2 and 10 weeks in *Socs3* cKO [FDR ≤ 0.01 and |log_2_(fold change)| ≥ 2].

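The 20 up-regulated genes that Fig. 2 names at 2 weeks were all DEGs, with log_2_(FC) between 3.15 and 6.70. Its 20 down-regulated genes at 2 weeks were also all DEGs, with log_2_(FC) between -8.04 and -6.70. At 10 weeks, 18 of its 20 up-regulated genes passed the filter and 16 were DEGs, with log_2_(FC) between 3.62 and 7.98. Of its 20 down-regulated genes at 10 weeks, 18 passed the filter and 16 were DEGs, with log_2_(FC) between -5.09 and -1.10. Among all genes, *Snord2* (12.48), *Abpa* (6.70), *Defb14* (5.09), *A2m* (4.81) and *S100a8* (4.77) had the largest log_2_(FC) at 2 weeks. The lowest at 2 weeks were *Krtap16-4* (-8.12), *Gm11937* (-8.04), *Krt81* (-7.93), *Krt83* (-7.89) and *Krtap15* (-7.84). Of the exon sequence of *Gm11937*, *Krt81* and *Krt83*, 91.5%, 48.0% and 47.5% occurs elsewhere in the genome, so reads of related genes can enter their values. At 10 weeks *Snord2* (12.18), *Snora28* (10.45), *Fosl1* (7.98), *Cxcl1* (7.93) and *Il6* (7.84) had the largest log_2_(FC). The lowest were *Snord116l1* and *Snord116l2* (-9.49 for each), *Mir680-1* (-9.05), a RIKEN gene whose symbol ends in H14Rik (-6.13) and *Speer8-ps1* (-5.09). *Snord116l1* and *Snord116l2* had identical values in every mouse. *Snord2* was 0 in all wild type mice and 287 to 635 in *Socs3* cKO, but the FPKM of a gene of 69 bases, little longer than a read, depends on how its length is counted, and the number of reads behind it is unknown. *Abpa* had an FPKM of 0.175 ± 0.349 in the wild type and 18.5 ± 7.31 in *Socs3* cKO (SD, n = 4 each), with an adjusted p = 0.000323.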

To understand the dynamics of gene expression in *Socs3* cKO mice, we then analyzed the data from the 10-week-old mice. In contrast with the younger mice, the most up-regulated genes in the older mice were enriched in functions related to acute immune responses, including multiple chemokines (*Cxcl1*, *Cxl2*), an interleukin cytokine (*Il-6*), *Fos*, *Fosl1*, and *Fosb* (Fig. 2, right). 

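At 10 weeks *Cxcl1* (chromosome 5 of mm9, 91320267 to 91322141) had an FPKM of 0.629 ± 0.417 (SD, n = 3) in the wild type and 162 ± 66.3 (SD, n = 4) in *Socs3* cKO. Its log_2_(FC) was 7.93 (SE 0.48, adjusted p = 1.23e-05). *Cxcl2* rose from 0.293 ± 0.212 (SD, n = 3) to 17.3 ± 7.88 (SD, n = 4), a log_2_(FC) of 5.55 (SE 0.45, adjusted p = 7.21e-05). *Il6* (chromosome 5, 30339701 to 30346508) rose from 0.256 ± 0.314 (SD, n = 3) to 69.4 ± 32.2 (SD, n = 4), a log_2_(FC) of 7.84 (SE 0.52, adjusted p = 2.14e-05). *Fos* rose from 5.41 ± 3.70 (SD, n = 3) to 159 ± 40.9 (SD, n = 4), a log_2_(FC) of 5.22 (SE 0.57, adjusted p = 0.000318). The log_2_(FC) of *Fosl1* was 7.98 (SE 0.38, adjusted p = 5.01e-06) and that of *Fosb* was 5.85 (SE 0.49, adjusted p = 8.63e-05). In all 6 genes every *Socs3* cKO mouse was above every wild type mouse (exact permutation test, p = 0.0571, the smallest p that 3 against 4 allow). Of 8 chemokine and cytokine genes listed from the paper, 3 are named in its text and 5 only in its supplementary tables. In all, 7 passed the filter at 10 weeks and all 7 were up-regulated DEGs. The paper names these genes because they changed in the same mice, so the rise of the list is not independent support. The mean log_2_(FPKM + 0.1) of the 8 genes was -0.51 ± 0.65 (SD, n = 3) in the wild type and 4.83 ± 0.52 (SD, n = 4) in *Socs3* cKO, a difference of 5.33 (exact permutation test, p = 0.0571). A pseudocount of 1 moved this difference the most, to 4.01. At 2 weeks the difference was 0.80 (exact permutation test, p = 0.0857). The rise was larger at 10 weeks by the interaction test for *Cxcl1* (adjusted p = 0.000311), *Cxcl2* (adjusted p = 0.00203), *Il6* (adjusted p = 0.000203) and *Fosl1* (adjusted p = 5.41e-06), but not for *Fos* (adjusted p = 0.0549) or *Fosb* (adjusted p = 0.0104).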

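*Clec3a* (chromosome 8 of mm9, 116941986 to 116949746) had an FPKM of 0.932 ± 1.01 (SD, n = 3) in the wild type, with 1 mouse at 0, and 35.2 ± 18.2 (SD, n = 4) in *Socs3* cKO at 10 weeks. The log_2_(FC) was 5.75 (SE 0.90, adjusted p = 0.00173), a fold change of 53.8. Because wild type values were near 0, the fold change depended on the pseudocount and was 18.2 with a pseudocount of 1. With each mouse left out in turn, the log_2_(FC) ranged from 4.49 to 6.69. At 2 weeks *Clec3a* was also up-regulated, from 4.34 ± 1.07 to 18.6 ± 3.38 (SD, n = 4 each), with a log_2_(FC) of 2.09 (SE 0.22, adjusted p = 0.000323). It was not a DEG at 2 weeks with all 4 groups in one fit (2.09) or with the trend of length and GC content removed (1.10). The interaction with age was 3.66 (SE 1.02, adjusted p = 0.0108).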

*Clec3a*, which encodes a C-type lectin family member that inhibits activation of CD4 + T cells and plays an important role in immune regulation, was up-regulated by 16-fold. 

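At 10 weeks *Dub1* (chromosome 7 of mm9, 112005523 to 112011181) had an FPKM of 5.53 ± 2.67 (SD, n = 3) in the wild type and 0.228 ± 0.104 (SD, n = 4) in *Socs3* cKO. Its log_2_(FC) was -4.04 (SE 0.40, adjusted p = 0.000213). *Nkx2-1* (chromosome 12, 57632922 to 57637895) went from 4.65 ± 2.28 (SD, n = 3) to 0.0733 ± 0.0846 (SD, n = 4), a log_2_(FC) of -4.81 (SE 0.48, adjusted p = 0.000225). *Zfp488* (chromosome 14, 34780256 to 34791950) went from 89.99 ± 26.97 (SD, n = 3) to 8.09 ± 2.13 (SD, n = 4), a log_2_(FC) of -3.46 (SE 0.27, adjusted p = 5.86e-05). *Zfp457* (chromosome 13, 67393386 to 67407348) went from 3.27 ± 1.51 (SD, n = 3) to 0.286 ± 0.0779 (SD, n = 4), a log_2_(FC) of -3.06 (SE 0.36, adjusted p = 0.00044). In each gene every *Socs3* cKO mouse was below every wild type mouse (exact permutation test, p = 0.0571, the smallest p possible). At 2 weeks the wild type FPKM was 0.217 ± 0.0388 for *Dub1*, 0.178 ± 0.0671 for *Nkx2-1*, 6.87 ± 0.249 for *Zfp488* and 0.265 ± 0.117 for *Zfp457* (SD, n = 4 each). The 3 wild type mice at 10 weeks were thus above all 12 other mice in each gene. Of the exon sequence words of 32 bases, 40.5% in *Dub1*, 4.5% in *Nkx2-1*, 21.5% in *Zfp488* and 31% in *Zfp457* occur more than once in the genome. Some of these words have very many copies, with a mean per word of 955 in *Dub1*, 3974 in *Nkx2-1*, 7736 in *Zfp488* and 516 in *Zfp457*. Reads from elsewhere in the genome are thus a limit on these 4 genes.

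**Figure D3:**
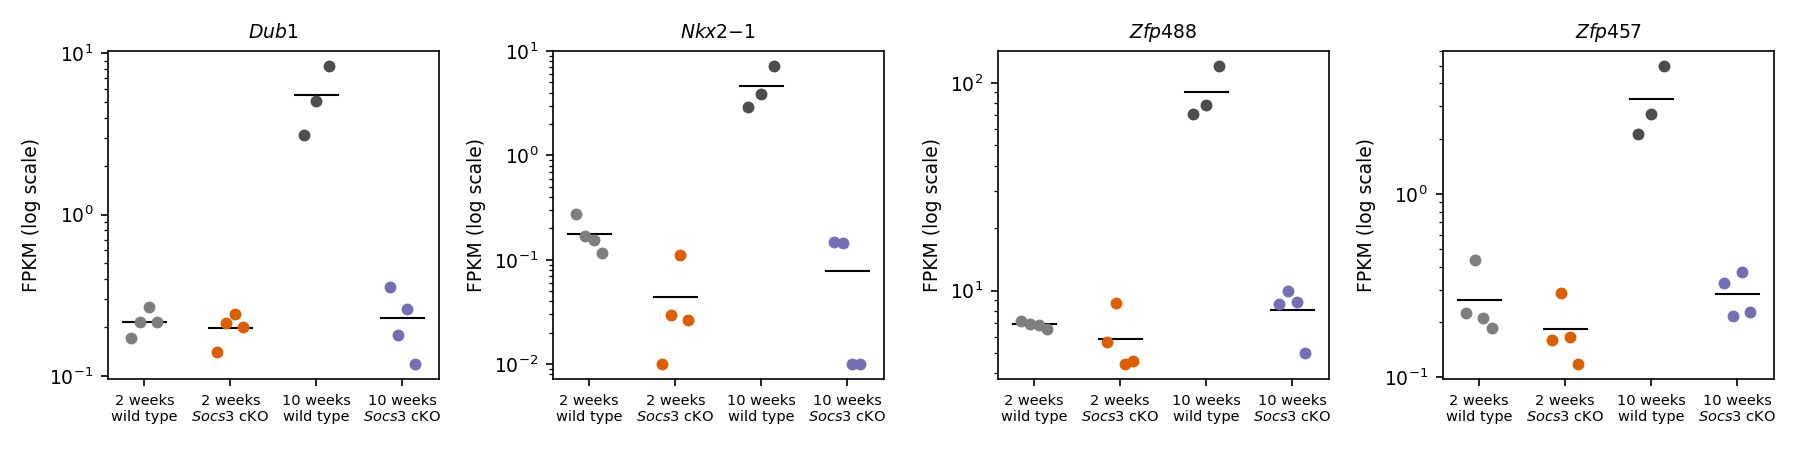
FPKM (log scale) of *Dub1*, *Nkx2-1*, *Zfp488* and *Zfp457* in the wild type and *Socs3* cKO at 2 and 10 weeks. Points are mice, the line is the group mean and values under 0.01 are drawn at 0.01. In each panel the 3 wild type mice at 10 weeks lie above all other mice, at 70.8 to 121 FPKM for *Zfp488* against 4.42 to 9.91 in the other groups.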

The most down-regulated genes included *Dub1*(deubiquinating enzyme 1), *Nkx2-1*(homeodomain transcription factor; TF), *Zfp488*, and *Zfp457* (zinc finger proteins 488 457) (Fig. 2, right). Interestingly, *Defb14*, *Il-6*, and genes related to S100 are overexpressed in the skin disease initiated by loss of *Socs3* in keratinocytes, leading to a severe skin condition in older mice^13^. It is likely that these genes represent ‘first responders’ in which dramatic expression changes contribute to the onset of skin disease.

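*Defb14* and the S100 genes rose at 2 weeks, and *Il6* rose at 10 weeks. *Defb14* had a log_2_(FC) of 5.09 (SE 0.88, adjusted p = 0.00359) at 2 weeks. At 10 weeks its FPKM was 28.3 ± 20.4 (SD, n = 3) in the wild type and 32.7 ± 13.6 (SD, n = 4) in *Socs3* cKO, a log_2_(FC) of 0.34 (SE 0.47, adjusted p = 0.593). Its interaction with age was -4.76 (SE 1.12, adjusted p = 0.00455). *S100a8* at 10 weeks was 16.5 ± 13.5 (SD, n = 3) in the wild type and 219 ± 413 (SD, n = 4) in *Socs3* cKO, where 1 mouse had 838 and another 7.42. The log_2_(FC) was 1.39 (SE 1.39, adjusted p = 0.445), and without *Socs3* cKO replicate 3, the mouse with 838, it was -0.15. *S100a9* had a log_2_(FC) of 0.71 (SE 1.23, adjusted p = 0.668) at 10 weeks, and -0.60 without the same mouse. The interaction with age was -3.39 (SE 1.58, adjusted p = 0.0901) for *S100a8* and -3.89 (SE 1.44, adjusted p = 0.0386) for *S100a9*. *Il6* was below the expression filter at 2 weeks, with 0.0987 ± 0.0431 (SD, n = 4) in the wild type and 0.556 ± 0.597 (SD, n = 4) in *Socs3* cKO. Its log_2_(FC) without the filter was 1.22 (SE 0.65, adjusted p = 0.164), against 7.84 at 10 weeks.

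**Figure D4:**
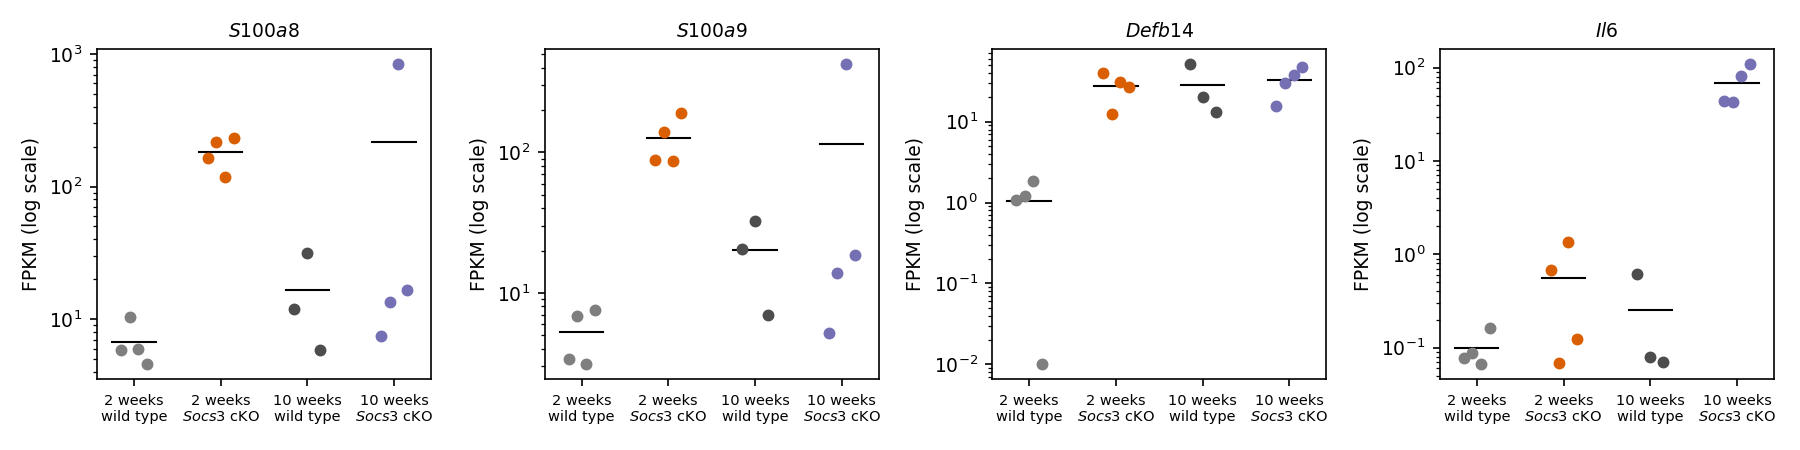
FPKM (log scale) of *S100a8*, *S100a9*, *Defb14* and *Il6* in the wild type and *Socs3* cKO at 2 and 10 weeks. Points are mice, the line is the group mean and values under 0.01 are drawn at 0.01. *S100a8*, *S100a9* and *Defb14* separate the genotypes at 2 weeks but overlap at 10 weeks, and *Il6* lies between 42.8 and 109 FPKM only in *Socs3* cKO at 10 weeks.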

### Analysis of enriched function and disease-associated pathways in 2- and 10-week-old mice

Next, we used Ingenuity Pathway Analysis (IPA) to identify enriched biological processes and molecular functions altered by loss of *Socs3*. Comparison of wild-type and *Socs3* cKO DEGs at 2 weeks revealed that the most enriched pathways in the knockout animals were ‘LXR/RXR (liver X receptor/retinoid X receptor) signaling’ [−log(p-value) = 5.81] and ‘PPAR (peroxisome proliferator–activated receptors) signaling’ [−log(p-value) = 5.25] (Fig. 3A). 

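Supplementary Table S2 lists 12 molecules for LXR/RXR activation, of which 11 were found in the files and tested at 2 weeks. Of these, 10 were up-regulated DEGs and 1 was lower in *Socs3* cKO without being a DEG. The log_2_(FC) ranged from -2.78 to 4.77, and *S100a8* (4.77), *Il1f8* (3.41) and *Il1f6* (3.30) changed the most. All 10 molecules listed for PPAR signaling were tested, and 8 were up-regulated DEGs, with a median log_2_(FC) of 2.13. Of the other 2, 1 was higher and 1 was lower (-2.78) in *Socs3* cKO, and neither was a DEG. Apart from *Il1f8* and *Il1f6*, which also stand on this list, its largest change was in *Il33* (log_2_(FC) 3.21, SE 0.27, adjusted p = 0.000125). *Il1f8* rose from 5.09 ± 1.15 to 55.8 ± 14.9 FPKM (SD, n = 4 each). The molecules on these lists are themselves DEGs of the paper, so their direction, not their number, was checked here. The enrichment tests were not repeated.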

The LXR/RXR and PPAR pathways regulate multiple genes involved in lipid biosynthesis and metabolism. In patients with inflammatory skin disorders or epidermal psoriasis, PPAR expression is significantly altered^29^. Dysregulation of lipid metabolism and oxidative pathways are among the early signatures of skin inflammation. In epidermal psoriasis, levels of total lipids, low-density lipoproteins (LDL), and phospholipids are significantly elevated, concomitant with activation of inflammatory responses mediated by the innate and adaptive immune systems^30–35^. 

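Of the 12 molecules that Supplementary Table S2 lists for acute phase response signaling, 10 were found and tested at 2 weeks. All 10 were higher in *Socs3* cKO and 8 were up-regulated DEGs, with log_2_(FC) between 1.79 and 4.81. *A2m* changed the most, from 0.881 ± 0.363 to 26.5 ± 6.09 FPKM (SD, n = 4 each), with a log_2_(FC) of 4.81 (SE 0.30, adjusted p = 4.73e-05). All 10 molecules of IL-6 signaling were tested, of which 8 were up-regulated DEGs and 1 was a down-regulated DEG, with log_2_(FC) between -3.06 and 4.81. The 9 molecules of p38 MAPK signaling were all up-regulated DEGs, with log_2_(FC) between 1.79 and 3.41. Of the DEGs among these lists at 2 weeks, 5 for acute phase response, 3 for IL-6 and 1 for p38 MAPK signaling were also DEGs at 10 weeks.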

Consistent with this, ‘acute phase response signaling’ [−log(p-value) = 4.32], ‘IL-6 (interleukin 6) signaling’ [−log(p-value) = 4.07], and ‘p38 MAPK signaling’ [−log(p-value) = 3.64] were also highly enriched at 2 weeks in *Socs3* cKO mice (Fig. 3A, Supplementary Table S2).

**Figure 3:**
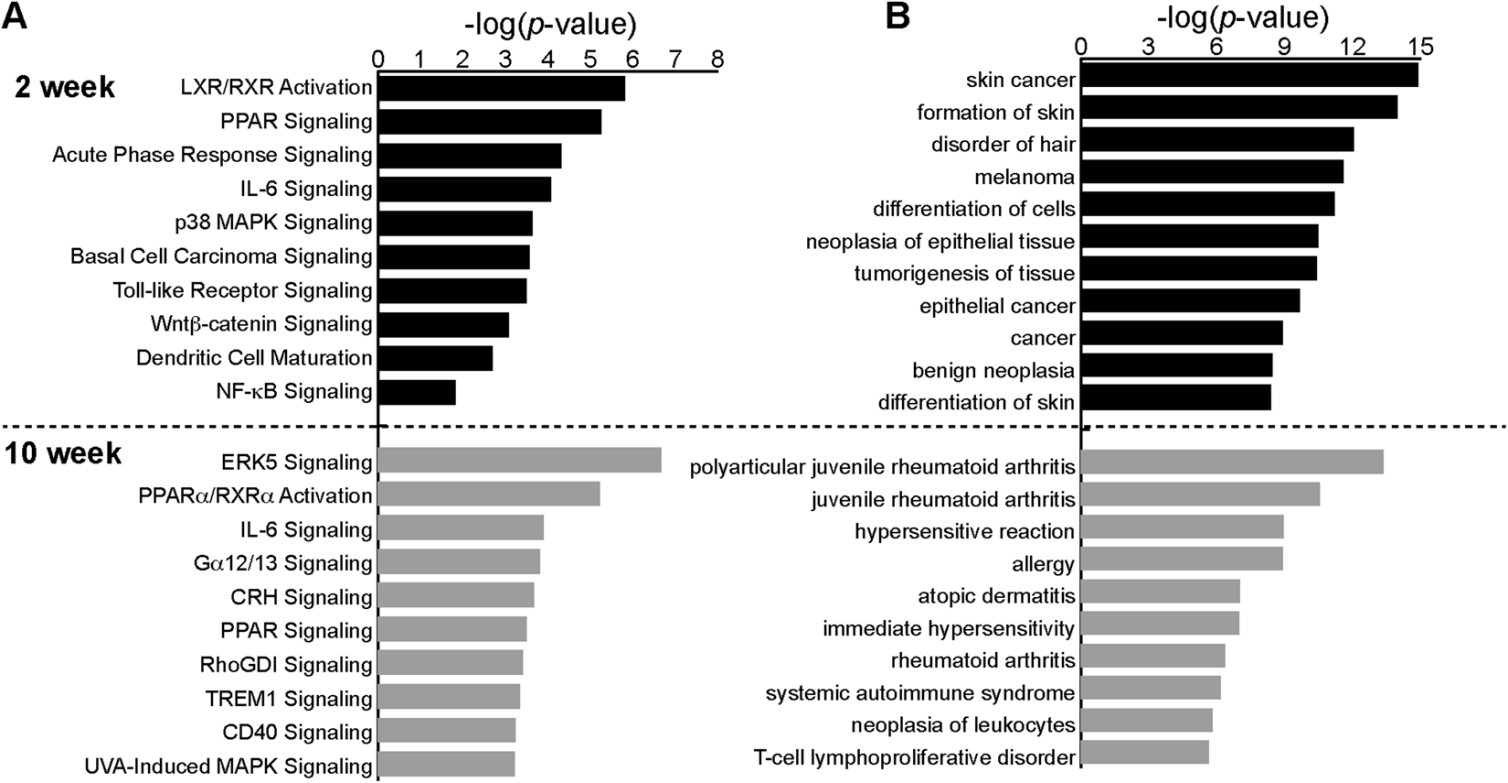
Enriched pathway and bio-function analysis of *Socs3* cKO. **(A)** Top 10 enriched canonical pathways, selected based on −log(p-value). **(B)** Functional annotation of the top enriched disease and bio-function analysis at 2 and 10 weeks. Bar size indicates the level of significance for each pathway [i.e., −log(p-value)].

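At 10 weeks all 10 molecules that Supplementary Table S2 lists for ERK5 signaling were up-regulated DEGs, with log_2_(FC) between 2.20 and 7.98. *Fosl1* (7.98), *Fos* (5.22) and *Mef2a* (3.75) changed the most. The 10 molecules of Gα12/13 signaling were also all up-regulated DEGs, with *Irs2* (log_2_(FC) 4.16, SE 0.66, adjusted p = 0.00183) changing the most. The 11 molecules of RhoGDI signaling were up-regulated DEGs with log_2_(FC) between 2.06 and 2.97. Of the 7 molecules of TREM-1 signaling, 6 passed the filter and all 6 were up-regulated DEGs. *Il1b* rose from 0.561 ± 0.523 (SD, n = 3) to 15.6 ± 4.32 FPKM (SD, n = 4). The 7 molecules of CD40 signaling were up-regulated DEGs with log_2_(FC) between 2.41 and 6.10, and *Ptgs2* (log_2_(FC) 6.10, SE 0.36, adjusted p = 1.22e-05) changed the most. Since these molecules were listed by the authors as DEGs, their number carries no separate test.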

At 10 weeks, the top 10 enriched pathways included ‘ERK5 signaling’ [−log(p-value) = 6.66], ‘Gα12/13 signaling’ [−log(p-value) = 3.81], ‘RhoGDI Signaling’ [−log(p-value) = 3.41], ‘TREM-1 signaling’ (triggering receptor expressed on myeloid cells type-1) [−log(p-value) = 3.33], and ‘CD40 signaling’ [−log(p-value) = 3.23] (Fig. 3A, Supplementary Table S2). ERK-related family proteins play well-established roles as intracellular messengers during chronic inflammatory diseases, controlling multiple cellular processes that regulate cell differentiation, proliferation, and apoptosis, by binding the TFs AP-1 (activator protein-1) and nuclear factor-kappa B (NF-κB)^36–39^. TREM-1 signaling is dramatically induced in psoriasis and contributes to acute inflammation via recruitment of multiple cytokines^40^. CD40 signaling activates section of proinflammatory cytokines (TNF-a, IL-12), which promote T-cell survival and differentiation into the Th1 type in various autoimmune diseases^41,42^.

IPA Disease Bio-Function analyses pointed out the most significantly enriched diseases and biological functions at 2 weeks were associated with ‘skin cancer’ [194 target genes from DEGs; −log(p-value) = 14.88] and ‘formation of skin’ [37 target genes, −log(p-value) = 14] (Fig. 3B, Supplementary Table S3). By contrast, at 10 weeks the most enriched diseases and functions were ‘atopic dermatitis’ [22 target genes, −log(p-value) = 7], ‘hypersensitive reaction’ [34 target genes, −log(p-value) = 9], ‘T-cell lymphoproliferative disorder’ [30 target genes, −log(p-value) = 5.7], and ‘allergy’ [33 target genes, −log(p-value) = 8.9] (Supplementary Table S3). 

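For skin cancer at 2 weeks, 64 genes could be read from Supplementary Table S3, which is only a part of the target genes, and 62 of them were found and tested. Of these 62, 26 were up-regulated DEGs and 31 were down-regulated DEGs, with log_2_(FC) between -5.57 and 4.81. *Crnn* fell the most, from 55.4 ± 11.5 to 1.45 ± 1.23 FPKM (SD, n = 4 each), with a log_2_(FC) of -5.57 (SE 0.58, adjusted p = 0.000348). For formation of skin, 36 of the 37 listed genes were found and tested. Of these, 7 were up-regulated DEGs and 27 were down-regulated DEGs. *Krt83* (log_2_(FC) -7.89), *Krt31* (-7.56) and *Krt34* (-7.28), all hair keratins, fell the most. In *Krt83*, 47.5% of the exon sequence words of 32 bases occur more than once in the genome.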

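The target genes of Supplementary Table S3 at 10 weeks were mostly up-regulated. For atopic dermatitis, 17 of the 22 genes were up-regulated DEGs and 2 were down-regulated DEGs. For hypersensitive reaction the numbers were 29 and 2 of 34 genes, for T-cell lymphoproliferative disorder 28 and 1 of 30, and for allergy 28 and 2 of 33. *Ptgs2* (log_2_(FC) 6.10) changed the most for atopic dermatitis and hypersensitive reaction, and *Il6* (7.84) for the other two. *Tnfaip3*, which stands on all 4 lists, rose from 2.15 ± 1.08 (SD, n = 3) to 86.1 ± 21.9 FPKM (SD, n = 4), a log_2_(FC) of 5.33 (SE 0.30, adjusted p = 9.84e-06). *Ccl20* rose from 2.80 ± 2.79 (SD, n = 3) to 78.5 ± 25.0 FPKM (SD, n = 4).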

Taken together, these analyses suggest that the loss of *Socs3* affects formation and morphology of skin and initiates skin inflammation by activating various hypersensitivity reactions, followed by systematic autoimmune proinflammatory responses^11,43^.

### Expression of AP-1 family members is significantly altered in *Socs3* cKO keratinocytes

Genes related to critical cellular functions are often under tight transcriptional control. To elucidate the core transcriptional machinery responsible for differential gene expression, we sought to identify potential TFs that were significantly enriched based on their fold change and overlap p-values (Supplementary Table S4) in 2- and 10-week-old *Socs3* KO mice. 

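At 10 weeks *Fos*, *Fosb*, *Atf3* and *Fosl1* were up-regulated DEGs, with log_2_(FC) of 5.22, 5.85, 4.65 and 7.98. *Atf3* (chromosome 1 of mm9, 192994175 to 193007219) rose from 2.92 ± 0.902 (SD, n = 3) to 74.9 ± 17.7 FPKM (SD, n = 4), with an SE of 0.25 and an adjusted p = 6.19e-06. *Fosl1* (chromosome 19, 5447703 to 5455945) rose from 0.0780 ± 0.0964 (SD, n = 3) to 42.7 ± 14.8 FPKM (SD, n = 4). At 2 weeks none of the 4 genes was a DEG. *Fos* was 14.1 ± 1.78 (SD, n = 4) in the wild type and 120 ± 112 (SD, n = 4) in *Socs3* cKO, where the mice ranged from 8.38 to 228 FPKM. Its log_2_(FC) at 2 weeks was 2.15 (SE 0.95, adjusted p = 0.0874). *Fosb* had a log_2_(FC) of 1.39 (SE 0.99, adjusted p = 0.255) and *Atf3* of 0.94 (SE 0.55, adjusted p = 0.178) at 2 weeks. *Fosl1* was below the expression filter at 2 weeks, with 0.190 ± 0.151 in the wild type and 0.265 ± 0.181 in *Socs3* cKO (SD, n = 4 each).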

For the up-regulated DEGs, IPA revealed significant enrichment of targets involved in regulation of AP-1 signaling (*Fos*, *FosB*, *Atf3*, and *FosL1*) (Fig. 4A). AP-1 proteins play major roles in keratinocyte growth, proliferation, and apoptosis^44–49^. Moreover, various keratin family genes, along with pro-filaggrin and other epidermal growth factor–associated genes that are crucial for skin homeostasis, are also controlled by AP-1 family members^44,49–54^. Thus, perturbation of AP-1–mediated transcription leads to disrupted skin homeostasis and altered expression of cytokines and chemokines, eventually leading to disease phenotypes including hyperplasia, hyperkeratosis, psoriasis, and cancer^44,55,56^. Notably in this regard, we also identified PPARG, EHF (ETS subfamily homologue), and S100A9, an important regulator of genes involved in keratinocyte differentiation, lipid metabolism, and skin barrier homeostasis, among the top regulators in 2-week-old *Socs3* cKO mice, in accordance with the enriched canonical pathways shown in Fig. 3A.

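*Pparg* (chromosome 6 of mm9, 115311239 to 115440419) had an FPKM of 10.8 ± 1.28 (SD, n = 4) in the wild type and 27.9 ± 4.86 (SD, n = 4) in *Socs3* cKO at 2 weeks. The log_2_(FC) of *Pparg* was 1.36 (SE 0.17, adjusted p = 0.000768), with an adjusted p = 0.011 under the replicate block, where it was no longer a DEG. With the trend of length and GC content removed it was 0.68. *Ehf* (chromosome 2, 103103590 to 103143435) rose from 8.31 ± 0.448 to 17.4 ± 2.99 (SD, n = 4 each), a log_2_(FC) of 1.04 (SE 0.16, adjusted p = 0.00199). This is close to the threshold of 1, and *Ehf* was not a DEG with a pseudocount of 1 (0.97), with the replicate block (adjusted p = 0.0142), with all 4 groups in one fit (1.04) or with the trend of length and GC content removed (0.47). Without *Socs3* cKO replicate 2 the log_2_(FC) of *Ehf* was 0.95, also below the threshold. *S100a9* had a log_2_(FC) of 4.60 (SE 0.37, adjusted p = 0.00012). In the 3 genes all 4 *Socs3* cKO mice were above all 4 wild type mice (exact permutation test, p = 0.0286, the smallest p possible).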

**Figure 4:**
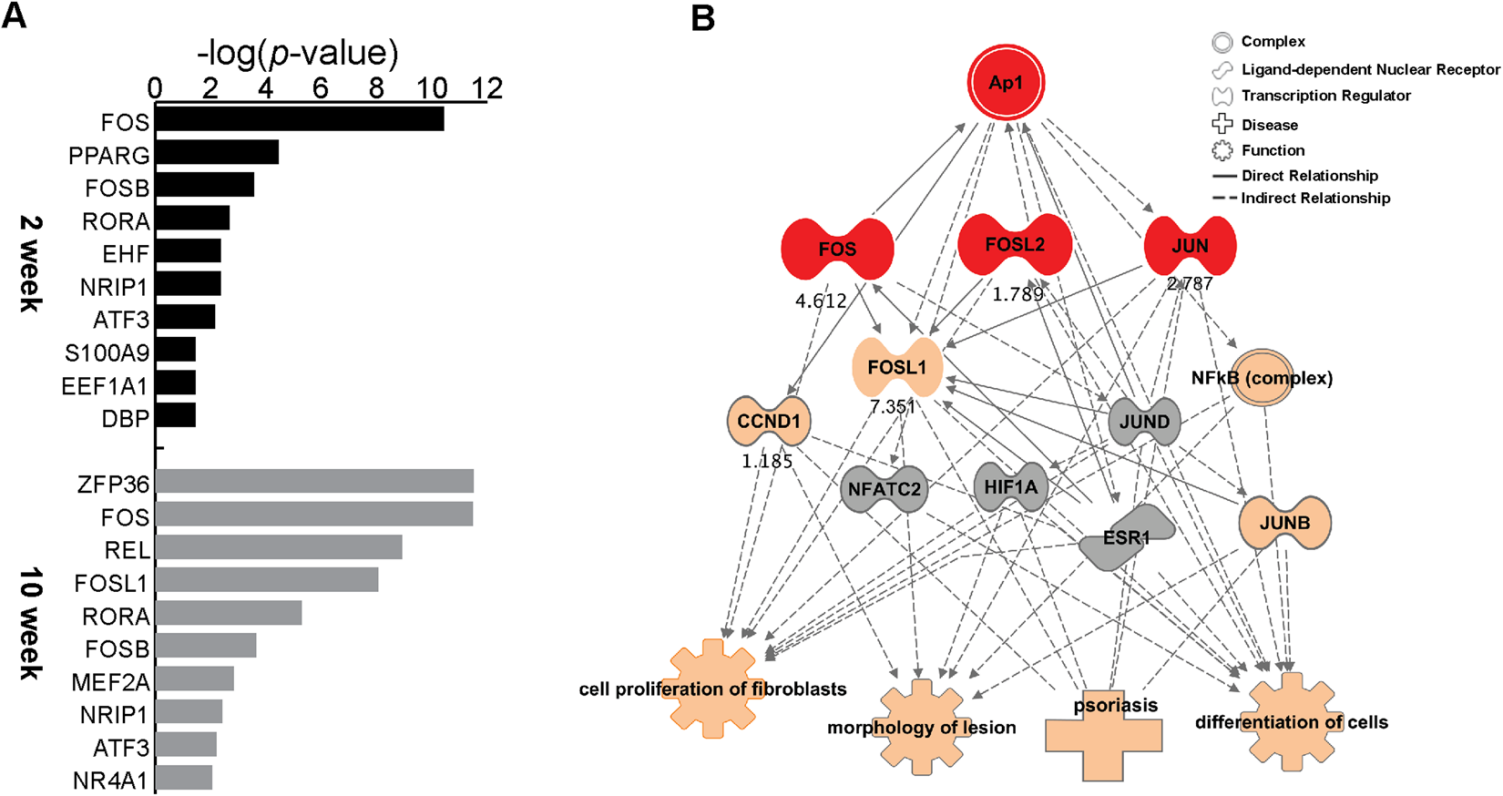
Transcription regulator network revealed that several regulators of AP-1 are altered in *Socs3* cKO. (**A)** Upstream analysis was performed using IPA software to identify highly regulated transcription factors at 2 and 10 weeks in *Socs3* cKO. Activator protein-1 (AP-1)-related transcription factors were differentially regulated at both time points. **(B)** Predicted mechanistic network of AP-1 regulation; numbers represent log_2_(fold change) of AP-1–related genes. Different structures of nodes represent different functional classes of gene products. Red indicates DEGs selected for validation. The nature of the relationship between nodes (direct or indirect) is indicated by a solid or dotted line, respectively.

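The 8 AP-1 genes followed were *Fos*, *Fosb*, *Fosl1*, *Fosl2*, *Jun*, *Junb*, *Jund* and *Atf3*. At 10 weeks all 8 were higher in *Socs3* cKO and 7 were up-regulated DEGs. Their mean log_2_(FPKM + 0.1) was 2.34 ± 0.57 (SD, n = 3) in the wild type and 6.37 ± 0.31 (SD, n = 4) in *Socs3* cKO, a difference of 4.03 (exact permutation test, p = 0.0571, the smallest p that 3 against 4 allow). Of the alternatives tried, a pseudocount of 1 moved it the most, to 3.47. At 2 weeks 7 of the genes passed the filter, of which 3 were higher and 4 were lower in *Socs3* cKO. The only DEG among them was *Fosl2*, which was down-regulated. The mean at 2 weeks was 3.51 ± 0.12 (SD, n = 4) in the wild type and 3.61 ± 1.33 (SD, n = 4) in *Socs3* cKO, a difference of 0.10 that was smaller than the spread between mice (exact permutation test, p = 0.914). With each mouse left out in turn the difference at 2 weeks ranged from -0.30, without *Socs3* cKO replicate 3, to 0.57, without *Socs3* cKO replicate 1. The exact permutation test without replicate 1 gave p = 0.286. In replicate 1 the genes with the highest GC content had a median shift of -2.35 on the log_2_ scale against the wild type. GC bias of this library may lower its AP-1 mean, which was not tested. The 4 *Socs3* cKO mice at 2 weeks had means of 2.18, 4.67, 4.80 and 2.79. The means of 16 immediate-early genes outside AP-1 in the same mice were 2.21, 4.36, 4.06 and 3.08.

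**Figure D5:**
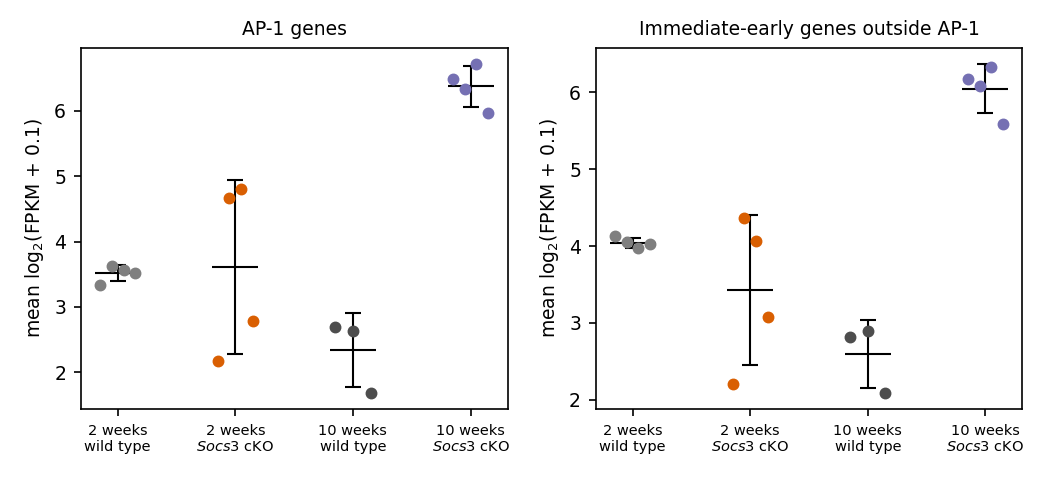
Mean log_2_(FPKM + 0.1) per mouse of the 8 AP-1 genes and of 16 immediate-early genes outside AP-1, in the wild type and *Socs3* cKO at 2 and 10 weeks. Points are mice, bars are group means and whiskers are SD. At 10 weeks the AP-1 means lie between 1.69 and 2.70 in the wild type and between 5.96 and 6.71 in *Socs3* cKO, and at 2 weeks the *Socs3* cKO mice lie on both sides of the wild type.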

To further elucidate the network of shared AP-1 TFs and their target molecules, we constructed an AP-1 TF regulatory network using the DEGs from 10-week-old mice. Figure 4B highlights some of the nearest neighbors of AP-1 TFs and the top associated biological functions and diseases. This analysis revealed that these TFs have important functions in dermatological diseases such as psoriasis (p-value = 4.29 × 10^−10^) and cellular processes associated with differentiation (p-value = 3.02 × 10^−12^), proliferation (p-value = 2.36 × 10^−13^), and lesion morphology (p-value = 1.14 × 10^−10^) (Fig. 4B). Collectively, our TF analyses demonstrate the importance of AP-1–related TFs in *Socs3* cKO, and identified several AP-1 TFs (*fos*, *fosl2*, *Jun*) worthy of validation in human cell culture.

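*Fos*, *Fosl2* and *Jun*, the genes taken to human cell culture, were all up-regulated at 10 weeks. *Fosl2* (chromosome 5 of mm9, 32438845 to 32460204) rose from 11.2 ± 2.78 (SD, n = 3) to 45.7 ± 10.7 FPKM (SD, n = 4), a log_2_(FC) of 2.01 (SE 0.25, adjusted p = 0.000628). *Jun* (chromosome 4, 94715725 to 94718913) rose from 8.82 ± 2.86 (SD, n = 3) to 48.0 ± 15.5 FPKM (SD, n = 4), a log_2_(FC) of 2.41 (SE 0.30, adjusted p = 0.000627). *Fos* (chromosome 12, 86814840 to 86818223) had a log_2_(FC) of 5.22 (SE 0.57, adjusted p = 0.000318). At 2 weeks *Fosl2* was 36.8 ± 1.86 in the wild type and 14.1 ± 5.68 in *Socs3* cKO (SD, n = 4 each), a log_2_(FC) of -1.49 (SE 0.30, adjusted p = 0.00704). With the replicate block the adjusted p of this fall was 0.018. *Jun* had a log_2_(FC) of -0.95 (SE 0.67, adjusted p = 0.257) at 2 weeks, where the wild type was at 38.8 ± 3.62 FPKM (SD, n = 4). For both *Fosl2* and *Jun* the wild type was thus lower at 10 weeks than at 2 weeks. The interaction with age was 3.50 for *Fosl2* (SE 0.42, adjusted p = 6.95e-05) and 3.36 for *Jun* (SE 0.82, adjusted p = 0.00552). *Junb* rose from 30.1 ± 10.8 (SD, n = 3) to 325 ± 28.1 FPKM (SD, n = 4) at 10 weeks and had a log_2_(FC) of -0.22 (SE 0.79, adjusted p = 0.826) at 2 weeks. From the changes of AP-1 genes and the enrichment of their targets among DEGs, the paper concludes that AP-1-related TFs are important in *Socs3* cKO and takes *Fos*, *Fosl2* and *Jun* to human keratinocytes.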

### *SOCS3* depletion causes time-dependent up-regulation of mRNAs encoding AP-1 elements in cultured human keratinocytes

Our RNA-Seq analyses suggested the involvement of *Socs*3 in regulation of AP-1 TF genes. To extend these findings, we asked whether this regulatory connection could also be observed in *SOCS3*-knockdown human keratinocytes. To this end, we used two different siRNAs specifically targeting *SOCS3* mRNA (SOCS3 si#1 and SOCS3 si#2) to decrease expression of *SOCS3* in HaCaT cells, and then used quantitative real-time PCR to measure the mRNA levels of AP-1–related TFs at various time points after transfection. Transfection with SOCS3 si#1 decreased *SOCS3* mRNA expression to 45.6%, 32.4%, 41.8%, and 59.5% of the control level at 12, 24, 48, and 72 h post-transfection, respectively (Fig. 5A). The SOCS3 protein level was also reduced at later time points (67.9% and 49.0% of the control level at 48 and 72 h post-transfection, respectively, but no significant reduction at 12 or 24 h) (Supplementary Figure S1).

**Figure 5:**
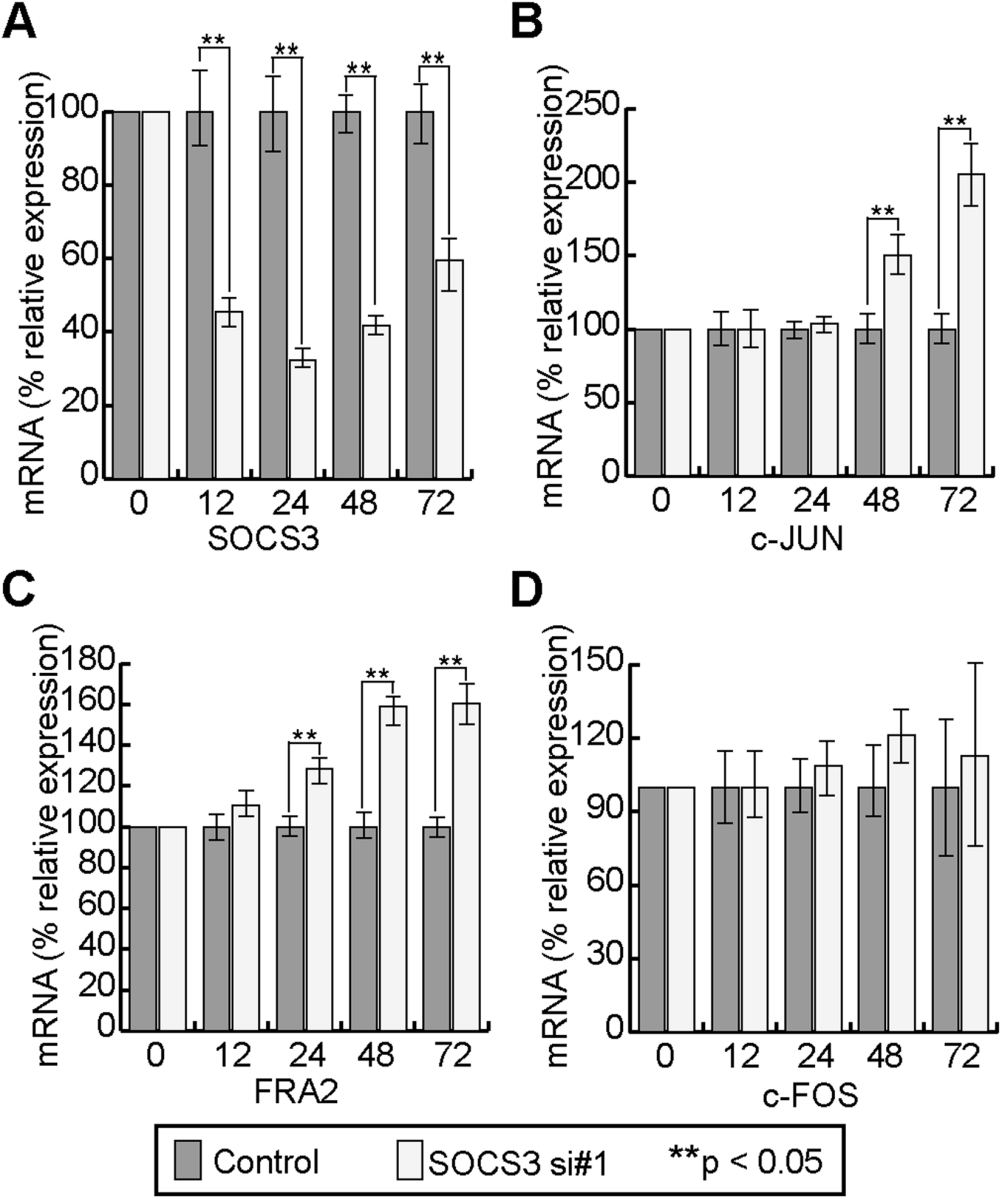
Differential expression of AP-1 genes upon SOCS3 depletion. **(A–D)** HaCaT cells were transfected with SOCS3 or control siRNA. At 0 (pre-transfection), 12, 24, 48, and 72 h post-transfection, mRNA levels of *SOCS3* **(A)**, *JUN* **(B)**, *FRA2* **(C)**, and *FOS* **(D)** were quantitated by qRT-PCR. mRNA levels were normalized against β-actin mRNA. (n = 5, p < 0.05).

We then investigated the effect of *SOCS3* depletion on mRNA levels of genes encoding AP-1 factors such as c-JUN (*JUN*), c-FOS (*FOS*), and FRA2 (*FOSL2*). All of these genes were affected by *Socs3* depletion in different manners and to varying extents, suggesting that *Socs3* indeed regulates AP-1 genes (Fig. 5). The mRNA levels of *c-JUN* and *FRA*2 increased in a time-dependent manner following *SOCS3* depletion (Fig. 5B,C). The *FRA2* mRNA level in SOCS3 siRNA–transfected cells was similar to that in control cells 12 h post-transfection, but then started to rise over time (28.5%, 58.8%, and 60.2% higher than the control level at 24, 48, and 72 h post-transfection, respectively) (Fig. 5C). The *JUN* mRNA level exhibited a remarkable time-dependent increase under *SOCS3* depletion, reaching levels 50.2% and 105.3% higher than those in control cells at 48 and 72 h post-transfection, respectively, although this increase was not apparent at 24 h post-transfection (Fig. 5B). By contrast, the *FOS* mRNA level was slightly elevated at 42 and 72 h post-transfection, but the effect was not significant (Fig. 5D). Taken together, these observations suggest a difference in the regulation of AP-1 subunits genes by SOCS3, possibly mediated by SOCS3-dependent regulatory pathways as reported previously in keratinocytes^44,57,58^. Similar mRNA patterns for *JUN*, *FRA2*, and *FOS* were observed in cells transfected with SOCS3 si#2 (Supplementary Figure S2).

To confirm that the increase in AP-1 gene expression was reflected by a corresponding increase in protein expression, we measured the c-JUN protein level in SOCS3-knockdown (using SOCS3 si#1) HaCaT cells at 72 h post-transfection (Supplementary Figure S3). SOCS3-knockdown HaCaT cells exhibited significant increases in both phosphorylated and un-phosphorylated c-JUN protein, further supporting our RNA-Seq and qRT-PCR observations. Given that SOCS3 si#1 decreased the SOCS3 protein level only after 24 h, the *JUN* and *FRA2* mRNA levels seemed to most closely reflect the change in SOCS3 protein level among the AP-1 genes we tested, suggesting a link between *SOCS3* and AP-1–related TFs such as c-JUN.

## Discussion

To obtain a basic understanding of the role of *Socs3* in epidermal homeostasis, we generated and analyzed transcriptome profiles from mice in which *Socs3* was conditionally knocked out in keratinocytes. RNA-Seq data from *Socs3* cKO mice at 2 and 10 weeks of age were analyzed to identify the most significantly dysregulated genes and their associated molecular pathways. The results revealed that a series of molecular perturbations in the epidermis began at 2 weeks that ultimately led to a skin disease–like phenotype^13^, indicating that *Socs3* plays an important role in skin barrier homeostasis. Loss of *Socs3* in keratinocytes resulted in down-regulation of several genes related to epidermal development and barrier function at a very early age (2 weeks), followed by perturbation in genes associated with activation of multiple proinflammatory cytokines and stress-related pathways at 10 weeks (Figs 1 and 2). AP-1 TFs, in particular c-Jun, were highly up-regulated in later life in cKO mice, and this up-regulation was verified in SOCS3-knockdown HaCaT human primary keratinocytes (Figs 4 and 5).

In the epidermis, keratinocytes perform multiple complex tasks, including coordinated proliferation, differentiation, and orchestrated immune responses to intercommunicate with other cell types, all of which contribute to maintenance of skin homeostasis^59,60^. Our RNA-Seq analyses demonstrated that the expression levels of various genes involved in these highly specialized molecular events were significantly affected in *Socs3* cKO mice (Figs 1 and 2) at an early stage of development (2 weeks). At that time point, most keratin genes were drastically down-regulated, and the expression of genes involved in maintenance of skin barrier function (e.g., SPs, *Sprr2i*, *Serpinb7*) was altered (Fig. 2). The impact of impaired epidermal organization is likely to be exacerbated by hyper-activation of immune and stress responses (Fig. 2; *S100A8*, *S100A9*, beta defensin, *IL-6*), reflecting invasion by microbes or irritants^61–65^, and up-regulation of lipid metabolism, reflecting the high demand for lipid synthesis to compensate for reduced barrier hydrophobicity^66^ (Fig. 2). Thus, the epidermis had reached a pre-disease state in young *Socs3* KO mice.

Numerous studies using animal models have demonstrated the critical importance of *Socs3* in restraining inflammatory skin diseases^13,14,67,68^. Under normal conditions, *Socs3* works as an anti-inflammatory checkpoint that controls the regulation of various cytokine-triggered immune responses by inhibiting IL-6–induced activation of the STAT3 signaling pathway^4,13,14,67,68^. However, hyper-activation of STAT3 in keratinocytes under SOCS3 depletion induces higher levels of proinflammatory cytokines IL-19, IL-20, and IL-24, resulting in severe inflammation, hyperplasia, and keratinocyte hyper-proliferation^13^. Moreover, double knockout of *Socs3* and *Il-6*, but not *Il-4* and *Il-13*, rescues skin lesions induced by *Socs3* KO^13^. In addition, Socs3 negatively regulates uncontrolled interferon-γ (IFN-γ) signaling, which is responsible for severe inflammation in various cell types^69–74^. Taken together, these findings suggest that Socs3 prevents disruption of homeostasis, which would impair skin barrier function. Thus, the ‘snapshots’ of disease progression extracted from our findings suggest a sequence of latent, but highly dynamic, molecular shifts in *Socs3* cKO keratinocytes, starting from an early stage and ultimately leading to disease phenotype at later time points. This suggests in turn that *Socs3* deficiency triggers hyper-activation of immune responses, leading to impaired skin barrier homeostasis at 15 weeks^13^. Although our findings elucidate some of the key phenomena that occur during the early stage of skin disease progression, further study will be required to elucidate the detailed mechanism.

AP-1 TFs play important roles in differentiation and proliferation of epidermal keratinocytes^44,45,47,53,54,75,76^. Consistent with this, disruption of AP-1 function affects the onset of various diseases phenotypes, including psoriasis development and atopic dermatitis. The link between Socs3 and AP-1 transcriptional activity has been reported previously^77^. Socs3 suppresses AP-1 activity by inhibiting c-JUN phosphorylation in neuroblastoma cells^77^. On the other hand, Socs3 depletion increases AP-1–related transcript levels in oligodendrocytes^78^. Moreover, elevated expression of *c-Jun* in the suprabasal epidermis results in extensive hyperplasia and hyperkeratosis, which are hallmarks of psoriatic skin^79–81^. Our transcriptome analysis suggests that *Socs3*-dependent AP-1 transcriptional regulation might play a significant role in maintaining epidermal homeostasis, although the detailed regulatory mechanisms remain to be elucidated. It is possible that the induction of AP-1–related genes is due to early activation of p38 MAPK signaling (Fig. 3A), which is involved in the regulation of both gene groups in various contexts^82–86^.

Taken together, our results reveal novel regulatory dynamics of *Socs3*, which plays a pivotal role in regulating important genes involved in skin homeostasis. Our observations provide insights into the mechanisms underlying maintenance of skin homeostasis, in which *Socs3* (in cooperation with other genes) orchestrates multiple essential events such as keratinocyte proliferation, differentiation, and immune or stress responses. In addition, experimental validation of our computation-driven hypothesis in human keratinocytes confirmed the role of *Socs3* in the regulation of AP-1 TF genes. Future studies, including detailed time-series analysis and modeling of molecular interactions, will help us to understand the role of *Socs3* dynamics in the maintenance of skin homeostasis and skin disease progression.

## Materials and Methods

### Animal model

The keratin 5–specific *Socs3* cKO mouse was generated in the C57BL/6 background as described previously^13^. All mice used in this study were maintained in specific pathogen–free (SPF) conditions. Prior approval for animal experiments was obtained from the Animal Research Ethics Committee of RIKEN Yokohama, Japan. All mice were maintained and studied in accordance with the guidelines of the RIKEN Animal Research Committee.

### RNA-Seq sample preparation

Total RNA was isolated using TRIzol (Thermo Fisher Scientific, Waltham, MA, USA) from ear samples of wild-type (n = 6 at 2 weeks, and n = 4 at 10 weeks) and *Socs3*-deficient mice (n = 4 at 2 weeks, and n = 4 at 10 weeks) at 2 or 10 weeks of age. cDNA libraries were synthesized using the TruSeq RNA Library Preparation Kit v2 (Illumina, San Diego, CA, USA). Sequencing data were generated on a HiSeq. 1000 system (Illumina) as single-ended 50-base reads. EdgeR package^20^ in the R statistical environment was used to analyze DEGs. The Orange software^75^ was used to draw Venn diagrams to depict DEGs at both time points.

### Data availability statement

All data related to this study have been deposited in the public repository Gene Expression Omnibus (GEO) (http://www.ncbi.nlm.nih.gov/geo/) with accession number GSE94743.

### Cell culture and antibodies

The human keratinocyte–derived HaCaT cell line was maintained at 37 °C with 5.0% CO_2_ in Dulbecco’s modified Eagle’s medium (DMEM) with high glucose and high pyruvate (Gibco) supplemented with 10% fetal bovine serum (Gibco), 100 U/ml penicillin (Gibco), and 100 U/ml streptomycin (Gibco). Rabbit anti-SOCS antibody (#2923, Cell Signaling Technology), rabbit c-Jun (60A8) antibody (#9165, Cell Signaling Technology), rabbit Phospho-c-Jun (Ser63) (54B3) antibody (#2361, Cell Signaling Technology), and mouse anti-β-actin antibody [Anti-BETA-Actin (C4): sc-47778; Santa Cruz Biotechnology] were used for immunoblot analysis. Horseradish peroxidase (HRP)-conjugated sheep anti-mouse IgG and donkey anti-rabbit IgG were purchased from GE Healthcare.

### Socs3 knockdown in HaCaT cells

Two different siRNAs targeting *SOCS3* mRNA were used to knock down SOCS3 in HaCaT cells. *SOCS3* si#1 (5′-CGCUCAGCGUCAAGACCCAdTdT-3′ and 5′-UGGGUCUUGACGCUGAGCGdTdT-3′) and a control siRNA (5′-CCUACGCCACCAAUUUCGUdTdT-3′ and 5′-ACGAAAUUGGUGGCGUAGGdTdT-3′) were synthesized by Eurofins Genomics. The second siRNA (*SOCS3* si#2) against target sequence ‘CACCUGGACUCCUAUGAGA’ was purchased from ON-TARGETplus Human SOCS3 (9021) siRNA (GE Dharmacon^™^). Both siRNAs were transfected into cells using INTERFERin (Polyplus-transfection, New York, NY, USA). SOCS3 knockdown was confirmed by measurement of *SOCS3* mRNA (for both *Socs3* si#1 and si#2) and SOCS3 protein levels (for Socs3 si#1 only) at 12, 24, 48, and 72 h post-transfection. *SOCS3* si#1, n = 5; *SOCS3* si#2, n = 3.

### Quantitative real-time PCR (qRT-PCR)

Total RNA was prepared from cells on a Maxwell 16 Automated Purification System (Promega) using the Maxwell LEV simplyRNA Tissue Kit (Promega), and then subjected to reverse transcription to synthesize complementary DNA (cDNA) using ReverTra Ace qPCR RT Master Mix (TOYOBO). Specific primers for the SOCS3, β-actin, and AP-1 genes were synthesized by Eurofins Genomics (Supplementary Figure S4). cDNA was amplified on a LightCycler 480 II instrument (Roche) with LightCycler 480 SYBR Green I Master (Roche) under the following reaction conditions: 45 cycles of 95 °C for 10 sec, 60 °C for 10 sec, and 72 °C for 10 sec. Relative mRNA levels were determined based on the ∆∆Ct method, and normalized against β-actin mRNA

### Enriched functional pathway and transcriptional regulator analysis

Canonical biological pathways were identified using the IPA software (www.qiagen.com/ingenuity). Fisher’s exact test method (fold change ≥ 2) was used to determine the probability of each disease and biological pathway based on genes differentially expressed at 2 and 10 weeks. For functional network and upstream transcriptional analysis, DEGs (fold change ≥ 2) were clustered into networks of known connections, biological functions, and associated diseases (p-values ≤ 0.05), based on a knowledge database and published references. The analysis identified how many known targets of the TFs were present in the *Socs3* cKO dataset, and also the degree of change with respect to the WT. Overlap p-value was computed based on significant overlap between DEGs in the dataset and the known targets of transcriptional regulators.

## Electronic supplementary material

Supplementary Figure

Supplementary Table S1

Supplementary Table S2

Supplementary Table S3

Supplementary Table S4

# Supplementary material for: Insights into gene expression profiles induced by Socs3 depletion in keratinocytes
**Source:** Sci Rep. 2017 Nov 20;7:15830. doi: 10.1038/s41598-017-16155-1
**Supplement:** Supplementary file 1 — Supplementary Figure

# Title: Insights Into Gene Expression Profiles Induced By Socs3 Depletion In Keratinocytes

Archana Bajpai<sup>\*1</sup>, Takashi Ishii<sup>1</sup>, Kosuke Miyauchi<sup>2</sup>, Vipul Gupta<sup>1,3</sup>, Yuka Nishio-Masaie<sup>1</sup>, Yuki Shimizu-Yoshida<sup>1,5</sup>, Masato Kubo<sup>2,4</sup>, Hiroaki Kitano<sup>\*1,3,5,6</sup>

<sup>1</sup>RIKEN-IMS, Laboratory for Disease Systems Modeling, Japan. <sup>2</sup>RIKEN-IMS, Laboratory for Cytokine Regulation, Japan.

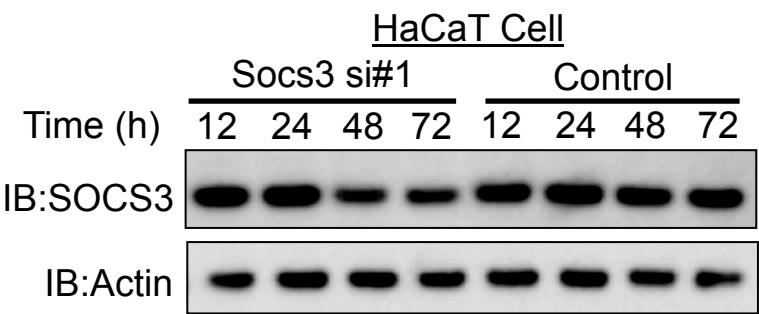

Supplementary Figure S1: HaCaT cells transfected with either Socs3 siRNA (Socs3 si#1) or a control siRNA (Control). Cells were subjected to immunoblot analysis after 12, 24, 48 and 72 h post transfection.

Title: Insights Into Gene Expression Profiles Induced By Socs3 Depletion In Keratinocytes

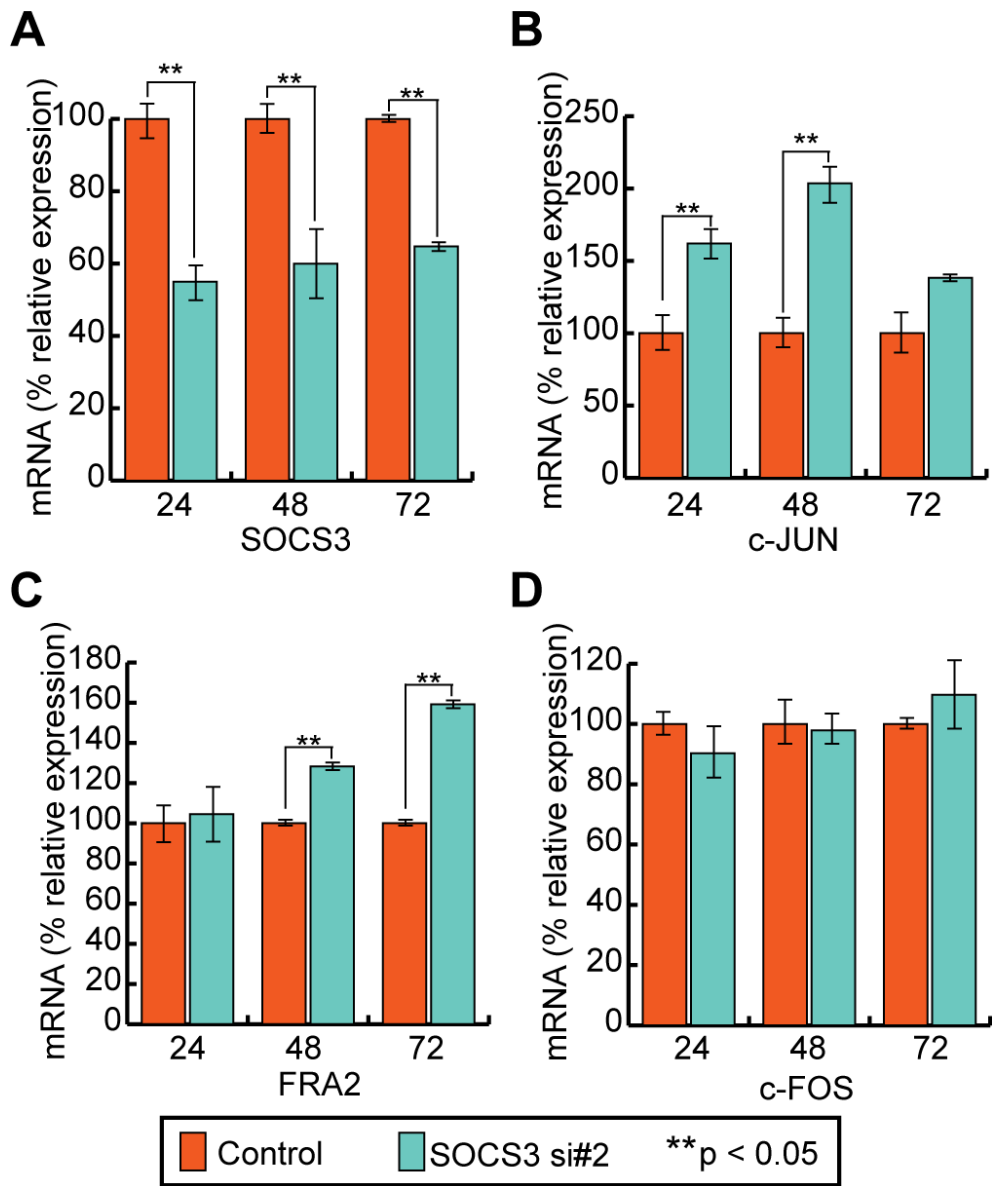

Supplementary Figure S2: Differential expression of AP-1 genes upon SOCS3 depletion: (A–D) HaCaT cells were transfected with SOCS3 si#2 or control siRNA. At 24, 48, and 72 h post-transfection, mRNA levels of SOCS3 (A), *c-Jun* (B), *Fra2* (C), and *c-Fos* (D) were quantitated by qRT-PCR. Experiment was performed in triplicates (n=3), and mRNA levels in each transcripts were normalized against  $\beta$ -actin.

Title: Insights Into Gene Expression Profiles Induced By Socs3 Depletion In Keratinocytes

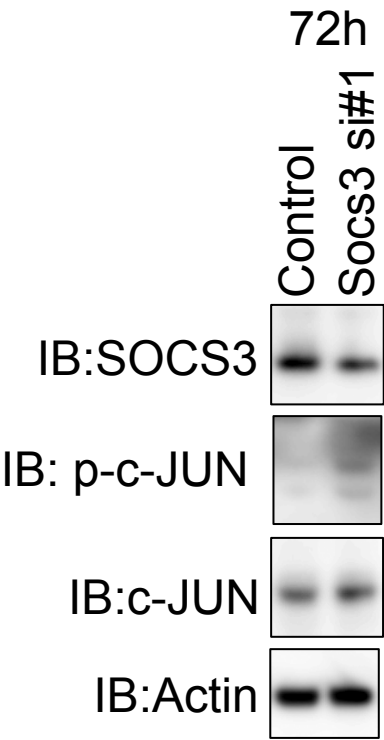

Supplementary Figure S3: HaCaT cells transfected with either Socs3 siRNA (Socs3 si#1) or a control siRNA (Conrol). Cells were subjected to immunoblot analysis after 72 h post transfection.

| Gene    | Forward               | Reverse                |
|---------|-----------------------|------------------------|
| SOCS3   | GACCAGCGCCACTTCTTCA   | CTGGATGCGCAGGTTCTTG    |
| β-actin | AGAGCTACGAGCTGCCTGAC  | AGCACTGTGTTGGCGTACAG   |
| c-Jun   | GAAGTGTCCGAGAACTAAAG  | AAAAGTCCAACGTTCCG TTC  |
| c-Fos   | ATGTTCTCGGGCTTCAACGCA | ATGAAGTTGGCACTGGAGACGG |
| Fra2    | AACCCATACCCTCGCTCGCA  | GCTGCAGCCAGCTTGTCCT    |

Supplementary Figure S4: Table of forward and reverser primers used in this study.

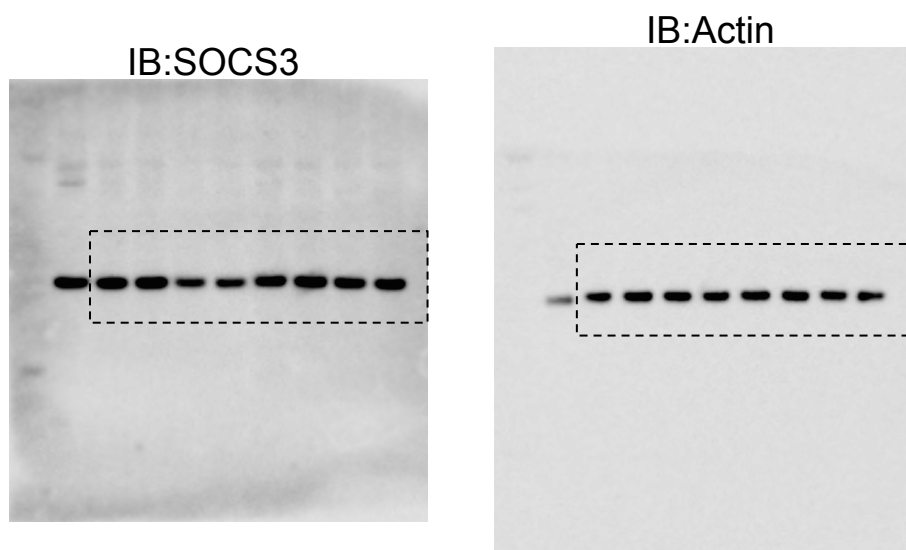

Supplementary Figure S5: Original immunoblot data for Supplementary Figure S1. Broken line rectangle borders the used image data.

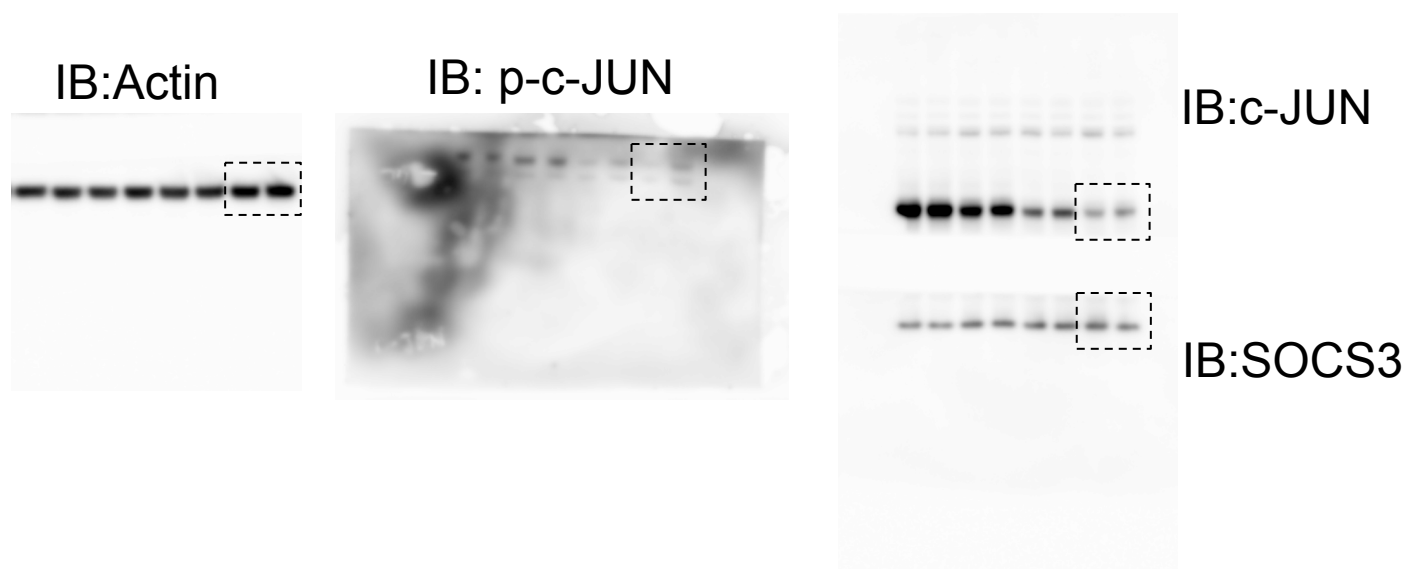

Supplementary Figure S6: Original immunoblot data for Supplementary Figure S3. Broken line rectangle borders the used image data.

How the deposited data were processed for this re-analysis (not part of the article)

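RNA from ears of wild type and *Socs3* cKO mice at 2 and 10 weeks was sequenced in 15 libraries of 1 mouse each, of which 4 were wild type and 4 *Socs3* cKO at 2 weeks, and 3 were wild type and 4 *Socs3* cKO at 10 weeks. The paper states 6 wild type mice at 2 weeks and 4 at 10 weeks, and the remaining wild type mice were not analysed here. Groups and replicate numbers were taken from the sample labels. The authors aligned single reads of 50 bases to mm9 with TopHat2 and deposited 1 FPKM value for each of 21110 genes, which is normalized for gene length and for the mapped reads of the library. The paper's text does not name the program that made the FPKM values. The authors tested the genes with edgeR. Read counts were not used here and that step was not repeated, and the FPKM values were tested with limma on the log scale instead.

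The depth of each library is not given. It was estimated from small values above 0 at 11200000 to 16200000 mapped reads per mouse, and no counting error per gene could be derived from it. Some values above 0 were far too small to give this depth, such as 1.56e-157 FPKM for *Fosl1* in wild type replicate 3 at 10 weeks. The estimate cannot rest on those. The files were checked for copies of one another, and no pair of replicates shared more than 1 identical value above 0.

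Values were analysed as log_2_(FPKM + 0.1). For each age, limma (version 3.58.1 in R 4.3.3) with a trend in the prior variance compared *Socs3* cKO with the wild type on genes with an FPKM of at least 1 in at least 3 of the samples compared. Tests were 2-sided, with Benjamini-Hochberg adjustment. DEGs had an adjusted p below 0.01 and a |log_2_(FC)| of at least 1, as in the paper. The genotype by age interaction and the change with age within each genotype were fitted on all 4 groups. Lists of genes were scored as the mean log_2_(FPKM + 0.1) per mouse and compared with exact permutation tests, whose smallest 2-sided p is 0.0286 for 4 mice against 4 and 0.0571 for 3 against 4. The calculations outside limma used Python 3.11.15 with scipy 1.17.1, numpy 2.4.6, pandas 2.3.3, numba 0.67.0 and matplotlib 3.10.9. Tested on simulated data with 4 samples in each group, the limma step recovered 199 of 200 changed genes and called 1 unchanged gene. Both simulated groups had the spread of the wild type at 2 weeks. All planted changes were larger than the threshold and lay in genes expressed in every one of those mice. The simulation does not cover the wider spread of *Socs3* cKO, the design of 3 mice against 4 or changes near the threshold.

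The genes named one by one are those that the paper's results text names as changed, and at each age the 5 with the largest rise and the 5 with the largest fall among DEGs in which every *Socs3* cKO mouse lay on one side of every wild type mouse. Up to 3 genes were named for each pathway or disease list of the supplementary tables. This rule, the tests of DEGs, of the interaction and of the hair keratin, AP-1 and chemokine scores, and all alternatives but one were set before the data were examined. The alternatives were pseudocounts of 1 and 0.01, no expression filter, a stricter filter (FPKM of at least 1 in every sample of a group), median-of-ratios scaling, quantile normalization, the replicate number as a block, all 4 groups in one fit, a constant prior variance and leaving out each mouse in turn. Removal of the trend of each sample with gene length and GC content was added after seeing the data.

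Gene positions, lengths and exons came from a GENCODE annotation of mm9, in which 20353 of the genes (96.4%) were found by symbol. GC content was computed from the longest protein-coding transcript for 19277 genes, and genes without such a transcript have no value. To measure how unique a gene is, up to 200 words of 32 bases from its exons were counted in the genome. Human symbols of the supplementary tables were matched to mouse symbols by name and synonym. The measurements in HaCaT cells and the enrichment tests of the GO and IPA programs were not analysed here, since the files hold no values for the former and the gene sets for the latter were not at hand.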

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

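The tests of GC content, background reads, genes high only in wild type mice at 10 weeks, repeated exon sequence, histone transcripts, STAT3-induced genes, leukocyte markers and Y-linked transcripts were chosen only after the result was seen, as was the size of rho that counted as a relation with gene length or GC content. The test of background reads was first seen on olfactory receptor genes and was then run on vomeronasal receptor genes, which had not been looked at. The test of transcripts without a poly(A) tail was first run on *Rmrp*, *Rpph1* and *Lars2*, which had been noticed for their high values, and was replaced by a test on histone genes.

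In groups of 4 mice, 135 values were tested for a sample far from the others with Dixon's test on the gap over the range, and 14 passed, where chance alone gives about 6.8. Among gene values 10 of 111 passed against 5.6 by chance, and among scores and sample measures 4 of 24 passed against 1.2. In the wild type at 2 weeks these were *Socs3* in replicate 1 (9.71 FPKM), *Cxcl2* in replicate 3 (0.0334), and in replicate 4 *Defb14* (0.0), *Abpa* (0.698), *Speer8-ps1* (2.66e-08) and the hair keratin and *Krtap* score (5.45). In *Socs3* cKO at 2 weeks they were *Snora28* (51.6) and *Speer8-ps1* (0.212) in replicate 4. In *Socs3* cKO at 10 weeks they were *Snord2* in replicate 1 (287), and *Fosl2* (30.1) in replicate 4. No explanation was tested for these, and 7 of the gene values are below 1 FPKM or from small RNA genes, where the number of reads is unknown. *S100a8* in replicate 3 of *Socs3* cKO at 10 weeks (838) stood with *S100a9* in the same mouse (425). Without that mouse the log_2_(FC) of *S100a8* at 10 weeks was -0.15, and no explanation was tested.

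The remaining values far from the others are sample measures. In replicate 1 of *Socs3* cKO at 2 weeks, the genes with the highest GC content had a median shift of -2.35 on the log_2_ scale against the mean of the wild type at 2 weeks. This mouse had r of 0.717 to 0.724 with the wild type at 2 weeks across genes, against 0.826 to 0.852 for the other *Socs3* cKO mice. Its deviation from the other 3 followed GC content with a Spearman rho of -0.62 across 11561 genes, which are not independent replicates. The same measure was 0.37, 0.54 and 0.52 for replicates 2, 3 and 4, each against a mean that includes replicate 1. These values describe the shift with GC content that singled out this mouse and are no independent test of its cause. A GC bias of this library is a candidate explanation, and a biological one was not tested. In replicate 4 of *Socs3* cKO at 10 weeks, the FPKM values summed to 594790 and the longest genes had a median shift of -0.50 against the same mean, and no further test was run on that mouse.

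The genotype by age interaction passed for 3566 of 13937 genes. Of 100 splits drawn from the 128 that permute genotype within each pair of same-numbered mice, 1 gave as many genes, the real one. The next gave 2978 and was nearly the mirror of the real split, with 1 of the 8 *Socs3* cKO labels kept. For the DEGs, 1 of the 8 splits that part as many same-numbered pairs gave as many at 2 weeks, and 1 of 8 at 10 weeks, in each case the real one. The others gave at most 2 and 3 DEGs, as did the 27 splits that part fewer pairs. With 8 splits the share cannot fall under 0.05. None of these splits can separate the condition from the library batch, because the library numbers run in a separate range for each group.

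A technical difference between the groups was tested across genes, which are not independent replicates. At 2 weeks the log_2_(FC) followed gene length with a rho of -0.25 and GC content with a rho of -0.53 across 12913 genes. At 10 weeks the rho was 0.43 for length and -0.27 for GC content across 12526 genes. With the replicate block they were -0.25, -0.53, 0.49 and -0.23. After the trend was removed, 1092 of the 1857 DEGs at 2 weeks that could be tested again were still DEGs in the same direction (340 up-regulated and 752 down-regulated), and 644 others became DEGs. At 10 weeks 1310 of 1849 were still DEGs (1203 and 107), and 396 others became DEGs. The DEGs that were kept are not fully explained by the trend, while the rest depend on this setting. The balance moved as well. At 2 weeks 427 DEGs were up-regulated in place of 941, and 1309 were down-regulated in place of 916. At 10 weeks 1556 were up-regulated in place of 1588, and 150 were down-regulated in place of 261. The numbers replaced count only DEGs that could be tested again. Length and GC bias of the libraries may thus contribute to the direction of many DEGs, and it cannot be told apart from a biological change that follows these properties.

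Among the genes named, the interaction was below 0, so the log_2_(FC) was lower at 10 weeks than at 2 weeks, for *Serpinb7* (-2.79), *Defb14* (-4.76), *Abpa* (-4.75) and *A2m* (-2.98), which rose in *Socs3* cKO at 2 weeks. Ages differ here by sampling age and by library batch, and these were not separated. The interaction was above 0 for the hair genes *Krtap16-4* (8.92), *Gm11937* (7.07), *Krt81* (7.71), *Krt83* (8.07) and *Krtap15* (7.45). For these a shift in the hair growth stage was tested. Hair follicle genes other than keratins also fell at 2 weeks (a difference of -4.19, exact permutation p = 0.0286, lower in 4 of 4 *Socs3* cKO mice). The interfollicular keratins had a difference of -0.16 (exact permutation p = 0.886), which was 0.05 with median-of-ratios scaling and -0.83 with quantile normalization. In the wild type the hair keratin and *Krtap* score itself changed by -6.93 from 2 to 10 weeks. An earlier or absent growth stage of the hair in *Socs3* cKO at 2 weeks may therefore account for the fall of hair keratins, as a hypothesis that was tested on the same data. With the length and GC trend removed, the 5 hair genes stayed DEGs, the log2 fold change of Krtap16-4 at 2 weeks (-9.05) being the lowest and the log2 fold change of Krt83 at 2 weeks (-7.34) the highest. These 5 were picked as the largest falls, and the score has no value with the trend removed. For GC bias the result therefore covers these 5 genes only. The score was -5.62 and -5.64 with the 2 scalings, so its fall is not fully explained by scaling. The direction of the interfollicular keratins depends on the scaling, and the library batch cannot be told apart from the condition.

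For *Fosl1* (7.67), *Fosl2* (3.50), *Jun* (3.36), *Junb* (3.70) and *Atf3* (3.71) the interaction was above 0. Immediate-early genes outside AP-1 rose by 3.45 at 10 weeks, more than 100% of 10000 random lists of genes of similar expression, against 4.03 for the AP-1 genes. A broad immediate-early response in the 10-week *Socs3* cKO samples is therefore a candidate explanation for the AP-1 genes. Whether it arose in the living skin or while the tissue was taken was not tested. From 2 to 10 weeks the AP-1 mean rose by 2.76 in *Socs3* cKO and changed by -1.17 in the wild type. For the immediate-early genes these values were 2.62 and -1.45. Part of the difference at 10 weeks thus lies in the wild type libraries of that age, which are flagged below for background reads.

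The interaction of *Socs3* itself was 4.60, with a log_2_(FC) of 3.54 at 10 weeks. Other genes induced by STAT3 rose by 1.89 at 10 weeks, above 99.87% of random lists and higher in 4 of 4 *Socs3* cKO mice than in the wild type. A response to IL-6 type cytokines in cells that keep *Socs3* is a candidate explanation, and the list rose with both scaling alternatives (1.63 and 1.58). Its rise was not separated from the broad immediate-early rise at the same age, so it cannot tell these explanations apart. The files cannot show which cells the transcripts came from. For *Cxcl1* (5.75), *Cxcl2* (3.62) and *Il6* (6.62), an influx of leukocytes was tested. Leukocyte markers rose by 0.82 at 10 weeks, and 5 of the 8 tested were up-regulated DEGs. This is less than the rise of the chemokine and cytokine genes (5.33), but those were listed because they changed and were near 0 in the wild type, so the comparison cannot exclude an influx of cells that express them.

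The genes named as lower at 10 weeks had interactions below 0, at -3.95 for *Dub1*, -3.84 for *Nkx2-1*, -3.18 for *Zfp488*, -2.71 for *Zfp457*, -9.49 for *Snord116l1* and for *Snord116l2*, -9.05 for *Mir680-1*, -6.97 for the RIKEN gene whose symbol ends in H14Rik and -5.50 for *Speer8-ps1*. *Snora28* had 9.77. Of the 319 genes down-regulated at 10 weeks, 67.7% had every wild type mouse at 10 weeks above all 12 other mice. Part of this follows from how the genes were selected, since they are lower in *Socs3* cKO at 10 weeks. Of the genes up-regulated at 10 weeks, 42.1% had these wild type mice below all others. For the genes down-regulated at 2 weeks and the wild type at 2 weeks the value was 87.4%, so a rise in one group is not special to 10 weeks. The same wild type mice at 10 weeks had 459, 292 and 723 olfactory receptor genes above 0.05 FPKM, against 12 to 34 in the other mice, a signal in genes that the paper does not discuss. Vomeronasal receptor genes were above it in a median of 65 genes (54 to 104) of 134 in these mice, against 4 to 9 in the others. Exon sequence found more than 10 times in the genome occurred in 41.0% of the down-regulated genes, against a mean of 24.7% and at most 34.0% in 10000 random lists of similar expression (permutation p = 0.0001, the smallest these lists can give). Histone genes without a poly(A) tail differed by only -0.31 (exact permutation p = 0.343) and overlapped between the groups, which gives no support to a wider capture of transcripts without that tail. *Rmrp* and *Rpph1*, which also lack it, were higher in the wild type mice at 10 weeks than in all others. They were picked because their high values had been noticed, so they cannot test this explanation, which was not excluded. Background reads from outside genes in the 10-week wild type libraries may therefore account for part of the down-regulated genes at 10 weeks, and gene length bias (rho of 0.43) was not excluded either. A biological rise of these genes in the wild type from 2 to 10 weeks cannot be told apart from them.

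Wild type replicate 3 at 10 weeks had 1.85 FPKM of the Y-linked *Eif2s3y* beside 12.2 FPKM of *Xist*, while the other wild type mice at 10 weeks had 0 of *Eif2s3y*. The median over 4 Y-linked genes was 2.5% of their level in the 5 samples with high Y-linked expression, and the gene values ranged from 1.8% to 3.1%. This could come from RNA or reads of another sample, which the test could not decide. Replicate 1 had 459 olfactory receptor genes above 0.05 FPKM but 0 of *Eif2s3y*. It also had 13.3 FPKM of *Xist*, so it may be from a female, whose own background reads would hold no Y-linked sequence. Its 0 therefore cannot decide whether background reads were the source. The number of genes affected by RNA or reads of another sample was not measured.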

How the results depend on the processing

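All alternatives but one were set beforehand, and the removal of the trend with length and GC content was chosen after seeing the data. No test in this part was chosen after its result was seen apart from that one.

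Among the gene results, 55 of 73 kept their direction and their side of the threshold under every setting that was run for them. Removal of the length and GC trend covered 65 of the 73 and the stricter filter 71, and some genes fell below the expression filter when a mouse was left out. Counted once per gene and setting, 43 were weaker, 4 stronger and 7 reversed, and 1182 stayed the same. The constant prior variance and the absence of an expression filter changed none of the 73 gene results.

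The numbers of DEGs moved more. With the replicate block, 751 DEGs were found at 2 weeks in place of 1951 (400 up-regulated and 351 down-regulated), and 126 were common to both ages in place of 306. With all 4 groups in one fit there were 3300 DEGs at 2 weeks, of which 2138 were down-regulated. Quantile normalization gave 1474 up-regulated and 1395 down-regulated DEGs at 2 weeks in place of 979 and 972. At 10 weeks it gave 909 up-regulated and 817 down-regulated in place of 1638 and 319. Median-of-ratios scaling gave 1073 and 632 at 10 weeks. Without the expression filter 718 genes were down-regulated at 10 weeks. With a pseudocount of 1, 85 genes had a |log_2_(FC)| of at least 4 in place of 177. With the length and GC trend removed, 427 genes were up-regulated and 1309 down-regulated at 2 weeks. At 10 weeks 1556 were up-regulated and 150 down-regulated, and 197 DEGs were common to both ages. Only 941 of the 979 up-regulated and 916 of the 972 down-regulated DEGs at 2 weeks could be tested again under this setting. At 10 weeks 1588 of the 1638 up-regulated and 261 of the 319 down-regulated DEGs could be tested again. For all of these the cause was not tested. The number of genes with a genotype by age interaction stayed within 3354 to 4142 under the settings that kept all mice.

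Leaving out each mouse in turn gave 859 to 3348 DEGs at 2 weeks (491 to 1463 up-regulated, 363 to 1885 down-regulated) and 745 to 2665 at 10 weeks (648 to 2323 up-regulated, 97 to 353 down-regulated). DEGs common to both ages numbered 136 to 436, and genes with a genotype by age interaction 1994 to 5117. Genes with a |log_2_(FC)| of at least 4 numbered 159 to 196. Some mice lowered the numbers when left out and others raised them, and the cause was not tested.

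*Socs3* kept its direction under all settings, from -1.52 to -0.29 at 2 weeks and from 3.19 to 3.88 at 10 weeks. The hair keratin and *Krtap* score at 2 weeks stayed between -6.68 and -4.27. With the replicate block it was -5.82 with an exact sign-flip p = 0.125, and leaving out each mouse gave -6.25 to -5.35, in designs that cannot reach 0.05. The AP-1 score at 10 weeks ranged from 3.47 to 4.28 and the chemokine and cytokine score from 4.01 to 5.92, and their designs cannot reach 0.05 either. At 2 weeks the AP-1 score ranged from -0.30 to 0.57 when each mouse was left out, and it was -0.26 without *Socs3* cKO replicate 2.

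Single genes reversed their direction as follows, all of them genes that were not DEGs. *Junb* at 2 weeks was 0.73 with the length and GC trend removed, and -0.85 to 0.58 when each mouse was left out. *Zfp488* at 2 weeks was 0.11 with quantile normalization. *Sprr2i* at 10 weeks was 0.11 with the length and GC trend removed. At 10 weeks, leaving out each mouse gave -0.15 to 2.12 for *S100a8*, -0.60 to 1.51 for *S100a9* and -0.10 to 0.89 for *Defb14*. The cause was not tested.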

Differences from the paper's values

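All tests here use the settings described in the processing summary, and none was chosen after the result was seen except the removal of the trend with length and GC content. The paper states 6 wild type mice at 2 weeks and 4 at 10 weeks, against 4 and 3 here. Its values may therefore rest on wild type mice that were not analysed here, and no alternative could test this. A gap is called closed when a number or percentage lies within 1.5-fold of the paper's, or a log_2_(FC) within its SE of the paper's, so a closed gap is not an equal value. The fold change of *Clec3a* counts as closed under either rule. The paper's log_2_(FC) come from edgeR, while those here are differences between group means of log_2_(FPKM + 0.1). Such measures can differ where mice of one group vary widely. In *Socs3* cKO, *Fosb* ranged from 1.22 to 37.3 FPKM at 2 weeks and *S100a8* from 7.42 to 838 at 10 weeks. No alternative compared means taken before the log, so the part of a gap due to the measure was not tested.

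At 10 weeks 83.7% of DEGs were up-regulated against the paper's approximately 50%. Of the alternatives set before the data were examined, no expression filter (65.7%), median-of-ratios scaling (62.9%) and quantile normalization (52.7%) closed the gap, and the others did not. The number of up-regulated DEGs at 10 weeks was 1638 against the paper's about 670 in Fig. 1B, read by eye. Quantile normalization (909) closed this gap, as did leaving out wild type replicate 1 (812) or 3 (648) or *Socs3* cKO replicate 1 (925), 2 (951) or 3 (997), and the others did not. Without these mice fewer DEGs were found in both directions, and 80.1% to 87.0% of them were still up-regulated. The paper's Table S1 lists 843 up-regulated genes at 10 weeks. Against that number, the same settings and median-of-ratios scaling (1073) closed the gap, and the others did not. The number of down-regulated DEGs at 10 weeks was 319 against the paper's about 850 in Fig. 1B, read by eye. The paper's Table S1 lists 674. The gap to either number was closed by no expression filter (718), median-of-ratios scaling (632) and quantile normalization (817) and by no other.

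The fold change of *Clec3a* at 10 weeks was 53.8 against the paper's 16. A pseudocount of 1 (18.2) and leaving out wild type replicate 3 (22.5) closed the gap, and the other alternatives did not. The paper's Table S1 gives a log_2_(FC) of 5.68 for the same gene and age, within the SE of 5.75 here. With a pseudocount of 1 (4.18) and without wild type replicate 3 (4.49) the log_2_(FC) departs from that value.

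The paper's Table S1 gives a log_2_(FC) at 2 weeks of 3.53 for *Serpinb7* against 3.26 here. Median-of-ratios scaling (3.47) and leaving out wild type replicate 4 (3.37) or *Socs3* cKO replicate 2 (3.47) closed the gap. For *Fosb* at 2 weeks the paper's value is 2.45 against 1.39. The gap was closed by median-of-ratios scaling (1.59), quantile normalization (1.89) and leaving out wild type replicate 2 (1.51), 3 (1.36) or 4 (1.44) or *Socs3* cKO replicate 1 (1.82) or 4 (2.26), and also by removing the length and GC trend (2.07), which was chosen after seeing the values. For *Pparg* at 2 weeks the paper's value is 1.60 against 1.36, and median-of-ratios scaling (1.56), quantile normalization (1.53) and leaving out wild type replicate 2 (1.41) or *Socs3* cKO replicate 2 (1.47) closed it. For *Ehf* at 2 weeks the paper's value is 1.30 against 1.04, and median-of-ratios scaling (1.25), quantile normalization (1.33) and all 4 groups in one fit (1.04) closed it. The gap closed only because the SE was larger for *Fosb* without wild type replicate 3 or 4, for *Pparg* without wild type replicate 2 and for *Ehf* with all 4 groups in one fit. In each of these genes the other alternatives did not.

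At 10 weeks the paper's Table S1 value for *S100a8* is 4.13 against 1.39, and for *Junb* 2.79 against 3.48. None of the alternatives closed either gap. For *Cxcl1* the paper's value is 6.90 against 7.93, closed by a pseudocount of 1 (6.59). For *Cxcl2* it is 4.70 against 5.55, closed by quantile normalization (5.09) and by leaving out wild type replicate 1 (5.03). For *Il6* it is 6.78 against 7.84, closed by quantile normalization (7.08). For *Fosl1* it is 7.35 against 7.98, closed by quantile normalization (7.32) and by leaving out wild type replicate 3 (7.63). For *Atf3* it is 4.13 against 4.65, closed by a pseudocount of 1 (4.27) and quantile normalization (4.34). For *Fos* the paper's value is 4.61 against 5.22. A pseudocount of 1 (4.86), median-of-ratios scaling (4.97), quantile normalization (4.98), all 4 groups in one fit (5.22) and leaving out *Socs3* cKO replicate 1 (5.12) or 3 (5.10) closed it. For *Fosl2* the paper's value is 1.74 against 2.01. A pseudocount of 1 (1.93), median-of-ratios scaling (1.75), quantile normalization (1.73), all 4 groups in one fit (2.01) and leaving out wild type replicate 3 (1.79) or *Socs3* cKO replicate 1 (1.92), 2 (1.95) or 3 (1.97) closed it, as did removing the length and GC trend (1.69), chosen after seeing the values. For *Nkx2-1* the paper's value is -4.32 against -4.81. The replicate block (-4.60) and leaving out *Socs3* cKO replicate 3 (-4.60) or 4 (-4.60) closed it, as did removing the length and GC trend (-4.64), chosen after seeing the values. *Nkx2-1* fell below the expression filter when a wild type mouse was left out, so those settings gave no value for it. In each of these genes the other alternatives that gave a value did not close the gap. With all 4 groups in one fit the log_2_(FC) does not change, and the gap closes because the SE is larger.

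The genes of the paper's Table S1 kept their direction here. At 2 weeks 1993 of the 1998 genes listed in the part of the table read here were tested, all 1993 had the same direction and 1046 were DEGs. At 10 weeks 1509 of 1517 were tested, 1508 had the same direction and 819 were DEGs.

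The paper states that AP-1-related TFs were differentially regulated at both ages. At 2 weeks *Fos* (adjusted p = 0.0874), *Fosb* (adjusted p = 0.255) and *Atf3* (adjusted p = 0.178) were not DEGs, and *Fosl1* was below the expression filter. *Fosl2* was a DEG that fell (log_2_(FC) -1.49, adjusted p = 0.00704), which the statement covers. The Table S1 values at 2 weeks for *Fos* (3.06), *Atf3* (1.48) and *Fosl2* (-1.22) lie within the SE of those here (2.15, 0.94 and -1.49). For *Fosb* the value does not (2.45 against 1.39). The AP-1 score differed by 0.10 at 2 weeks (exact permutation p = 0.914), and by -0.30 to 0.57 with each mouse left out. The 0.57 was without *Socs3* cKO replicate 1, the mouse with the shift in genes of high GC content. GC bias may thus limit this comparison. The paper states that all keratin-associated genes of the epidermis in Fig. 2 fell at 2 weeks. The 20 down-regulated genes that Fig. 2 names at 2 weeks were all down-regulated DEGs here, so for those genes there is no difference. The hair keratin and *Krtap* genes fell as well. Beyond them, the 6 interfollicular keratins had a mean difference of -0.16 (0.05 with median-of-ratios scaling and -0.83 with quantile normalization). Of 10 cornified envelope genes, 6 were higher in *Socs3* cKO, 4 of them as DEGs, and 4 were lower without being DEGs. *Zfp457* is named in Fig. 2 among the most down-regulated genes at 10 weeks and had a log_2_(FC) of -3.06. It was not found among the 1517 genes read from Table S1 at 10 weeks, while the paper states 1518 DEGs.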

Other observations

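The tests of hair growth stage, immediate-early genes, skeletal muscle and gene length were written before their results were seen, and those of GC content, background reads, repeated exons, histone genes, STAT3-induced genes, leukocyte markers and Y-linked transcripts only after. No other test was run in this part.

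A difference in the tissue taken was tested with 15 skeletal muscle genes. At 2 weeks their mean was higher in *Socs3* cKO by 1.73 on the log_2_ scale (exact permutation p = 0.0286, higher in 4 of 4 mice), with 12 of them up-regulated DEGs. At 10 weeks the difference was -0.74 (exact permutation p = 0.114), in a design that cannot reach 0.05, with 5 down-regulated DEGs. The direction held with both scaling alternatives at both ages. A different share of muscle in the ear samples may therefore contribute to the up-regulated DEGs at 2 weeks. It cannot be told apart from a change of these genes in the skin, since the files do not show which cells the transcripts came from. The methods describe ear samples, while the sample labels name keratinocytes.

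Values of further lists were not used to test a claim, though the adipocyte and keratin lists touch on the paper's statements on lipid metabolism and keratin genes. The 4 red blood cell genes found were higher in *Socs3* cKO at 2 weeks by 2.90 and lower at 10 weeks (-1.89). The 9 adipocyte genes were higher in *Socs3* cKO by 1.59 at 2 weeks and by 1.04 at 10 weeks. The 4 keratins of wounded epidermis had a difference of -0.58 at 2 weeks and 2.35 at 10 weeks. These directions held with median-of-ratios scaling and quantile normalization.

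Some transcripts were high in all wild type mice at 10 weeks. *Lars2* was 256 to 1190 FPKM there and 12.6 to 75.7 in the other mice, *Rmrp* was 7.07 to 34.1 against 0.72 to 3.43, and *Rpph1* was 5.19 to 33.6 against 0.0 to 2.95. In these 3 mice 488 genes were above 0 that were 0 in all 12 others. The number was 1 for the wild type at 2 weeks and 0 for either group of *Socs3* cKO.

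The sex of the mice is not given in the labels. *Xist* was 0.0204, 30.4, 26.4 and 28.8 FPKM in the wild type and 0.0633, 0.0919, 18.8 and 22.3 in *Socs3* cKO at 2 weeks. At 10 weeks it was 13.3, 24.8 and 12.2 in the wild type and 0.0772, 0.104, 25.6 and 19.8 in *Socs3* cKO. *Ddx3y* was 14.9, 0.0352, 0.00661 and 0.0363 in the wild type and 38.9, 24.6, 0.00671 and 0.0368 in *Socs3* cKO at 2 weeks, and 0.0274, 0.0 and 0.692 in the wild type and 27.5, 30.6, 0.0136 and 0.0285 in *Socs3* cKO at 10 weeks.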
